# Determination of the Mechanisms of MCPA Resistance in *Amaranthus powellii*

**DOI:** 10.1002/pld3.70105

**Published:** 2025-09-11

**Authors:** Isabelle Aicklen, Mithila Jugulam, Todd Gaines, William Kramer, Martin Laforest, Darren Robinson, Peter Sikkema, François Tardif

**Keywords:** 2‐methyl‐4‐chloro‐phenoxyacetic acid, non‐target site resistance, radiolabelled herbicide, RNA sequencing, SNP

## Abstract

Resistance to 2‐methyl‐4‐chloro‐phenoxyacetic acid (MCPA) was recently confirmed in a population of green pigweed ( *Amaranthus powellii* ) from Dresden, Ontario, Canada, with a resistance factor of 4.4. Resistance to synthetic auxin herbicides in *Amaranthus* species has previously been linked to non‐target site resistance mechanisms with low‐level resistance factors (< 10). Based on this information, an investigation into the mechanism of resistance to MCPA was conducted in this population of green pigweed. No significant differences in absorption, translocation, and metabolism of ^14^C‐MCPA existed between the resistant and a susceptible population of green pigweed. An RNA‐Sequencing experiment to identify differentially expressed genes also confirmed this result. Genes that were differentially expressed in the resistant population were linked to target site modifications. A single nucleotide polymorphism (SNP) conferring a leucine to phenylalanine substitution was identified in auxin response factor (ARF) 9. This mutation may be in the Phox and Bem1p (PB1) domain in ARF9, which facilitates the interaction between ARFs and Aux/IAA repressor proteins. The results demonstrate that the mechanism of resistance to MCPA is not a non‐target site mechanism and may be linked to a target site modification. Specifically, a SNP in ARF9 could disrupt the interaction between ARF9 and other Aux/IAAs, which could prevent ubiquitination of Aux/IAAs and subsequent lethal action of MCPA.

## 1 Introduction

Synthetic auxin herbicides (SAHs) are among the oldest synthetic herbicides used in crop production. Following the introduction of the phenoxy‐carboxylates 2‐methyl‐4‐chloro‐phenoxyacetic acid (MCPA) and 2,4‐dichlorophenoxyacetic acid (2,4‐D) in the 1940s, SAHs have been widely used primarily to control dicotyledonous weeds in monocot crops and are the third most widely used herbicide class (Sterling and Hall 1997; Busi et al. 2018). There are six subclasses of SAHs including the phenoxycarboxylates, benzoates, 6‐arylpicolinates, pyridyloxycarboxylates, 6‐chloropicolinates, and quinolinecarboxylates (Herbicide Resistance Action Committee 2024). Each subclass acts in competition with endogenous auxins, which are phytohormones that regulate plant processes such as cell division and elongation, trophic responses, and senescence (Herbicide Resistance Action Committee 2024; Sauer et al. 2013; Woodward and Bartel 2005; Ellis et al. 2005). Synthetic auxin herbicides mimic the activity of auxins such as indole acetic acid (IAA) by increasing the level of auxin beyond normal physiological levels, causing an auxin overdose and unregulated gene expression (Sterling and Hall 1997; Grossmann 2009). Synthetic auxin herbicides bind to the promiscuous pocket of TIR1 (Transporter Inhibitor Response 1), an F‐box protein that is a subunit of Skp1‐Cullin‐F‐box (SCF^TIR1/AFB^) ubiquitin E3 ligase, which is found in the nucleus of cells in meristematic tissue (Tan et al. 2007; Dharmasiri et al. 2005; Kepinski and Leyser 2005; Cobb and Reade 2011). The binding of a synthetic auxin herbicide to TIR1 or one of its analogs facilitates the interaction of the F‐box protein with Aux/IAA repressor proteins, which causes their subsequent ubiquitination (Gray et al. 2001; Guilfoyle 2007; Jugulam et al. 2011). The degradation of Aux/IAA repressor proteins promotes the activity of auxin response factors (ARFs) that mediate the transcription of auxin responsive genes (Tan et al. 2007; Gray et al. 2001; Hagen and Guilfoyle 2002). The signal transduction pathway of auxin is mediated by auxin responsive genes such as GRETCHEN HAGEN 3 (GH3) genes, which conjugate and inactivate excess auxin and Aux/IAA repressor proteins that block the transcription of auxin responsive genes (Kelley and Riechers 2007; Staswick et al. 2005). Although SAHs such as 2,4‐D can undergo conjugation to some extent, this is a reversible process that allows the herbicide to retain its lethal effect (Chiu et al. 2018). The lack of feedback inhibition ultimately results in plant death due to the increased production of ethylene, abscisic acid (ABA), and reactive oxygen species (ROS) (Grossmann 2009). Selectivity between monocot and dicot weeds is primarily attributed to differences in herbicide metabolism (Sterling and Hall 1997). In monocotyledonous species, ring‐hydroxylation of synthetic auxin herbicides by cytochrome P450 enzymes is the primary mechanism of metabolism, allowing for rapid detoxification (Feung et al. 1975; Peterson et al. 2016). Although susceptible dicot species can detoxify synthetic auxins to some extent, this detoxification is primarily through conjugation with sugars and amino acids, which is a reversible process and still allows for the lethal effect of the herbicide (Chiu et al. 2018). The effectiveness of this class of herbicides to control dicotyledonous weed species has contributed to widespread use and ultimately has resulted in increased selection pressure for herbicide resistance.

As of 2025, there are 44 weed species that have evolved resistance to SAHs globally (Heap 2025). More specifically, in Canada, there are seven species with resistance to SAHs (Heap 2025). To date, both target site resistance (TSR) and non‐target site resistance (NTSR) mechanisms to SAHs have been elucidated; however, of the cases where the mechanism has been elucidated, there have been limited cases of target site resistance (LeClere et al. 2018; de Figueiredo, Küpper, et al. 2022). Target site resistance mechanisms include those that modify and reduce the herbicide's ability to bind to the target protein, such as single nucleotide polymorphisms (SNPs), codon deletions, and modified gene expression (Gaines et al. 2020). NTSR mechanisms reduce the amount of herbicide reaching the site of action by diverting the herbicide to other pathways through mechanisms such as reduced herbicide uptake, altered translocation, enhanced metabolism, and sequestration (Délye et al. 2013; Powles and Yu 2010; Torra et al. 2024). Within the *Amaranthus* species, there are populations of smooth pigweed ( *A. hybridus* ), waterhemp ( *Amaranthus tuberculatus* ), and Palmer amaranth ( *Amaranthus palmeri* ) with confirmed resistance to some SAHs (Heap 2025). Several smooth pigweed populations from Argentina have been confirmed to be resistant to 2,4‐D and dicamba, and pre‐treatment with the cytochrome P450 inhibitor piperonil butoxide indicated enhanced metabolism as a putative resistance mechanism (Dellaferrera et al. 2018). Further investigation into the mechanism of resistance to 2,4‐D in one of the populations indicated reduced translocation and enhanced metabolism by cytochrome P450 monooxygenases as the proposed mechanisms (Palma‐Bautista et al. 2020). At least three waterhemp populations from Nebraska, Missouri, and Illinois have confirmed 3‐, 5‐, and 6‐way multiple herbicide resistance, including resistance to SAHs (Bernards et al. 2012; Crespo et al. 2017; Shergill, Barlow, et al. 2018; Evans et al. 2019). In the Nebraska and Missouri populations, enhanced metabolism by cytochrome P450 monooxygenases was implicated as the mechanism of resistance (de Figueiredo et al. 2018; de Figueiredo, Barnes, et al. 2022; Shergill, Bish, et al. 2018). Similarly, in Palmer amaranth, a population from Kansas with resistance to six modes of action was confirmed to be resistant to 2,4‐D via enhanced metabolism (Shyam et al. 2022). Given the widespread resistance to SAHs demonstrated in *Amaranthus* species, it is only a matter of time before resistant populations become an issue in Ontario production systems.

Green pigweed is a monoecious, annual, dicot weed species in the *Amaranthaceae* family, and its competitive nature has contributed to significant yield reductions in row crops (Weaver and McWilliams 1980; Uva et al. 1997). Recent field studies in soybean and corn have demonstrated that uncontrolled green pigweed can reduce crop yields up to 38% and 54%, respectively (Aicklen, Soltani, Tardif, Robinson, Laforest, and Sikkema 2022; Aicklen, Soltani, Tardif, Robinson, and Sikkema 2022). The use of efficacious preemergence and postemergence herbicides provides acceptable levels of control of green pigweed in these crops (Aicklen, Soltani, Tardif, Robinson, Laforest, and Sikkema 2022; Aicklen, Soltani, Tardif, Robinson, and Sikkema 2022); however, the evolution of herbicide resistance threatens the effectiveness of these herbicides.

Previous research confirmed resistance to SAHs MCPA, mecoprop, dichlorprop‐p, and aminocyclopyrachlor and the acetolactate synthase (ALS) inhibitor imazethapyr in a population of green pigweed collected from a field of processing peas near Dresden, Ontario, Canada (Aicklen et al. 2024). Historical herbicide use patterns in the field site included the use of SAHs, primarily MCPA, one or two times during the 6‐year crop rotation. Prior to this discovery, herbicide‐resistant green pigweed in Ontario was only documented for ALS inhibitors and photosystem II inhibitors and was linked to TSR mechanisms (Diebold et al. 2003; Ferguson et al. 2001). Of the 44 cases of resistance to SAHs, 19 of these cases include weed species with resistance to MCPA (Heap 2025). However, in most of these cases, the mechanism of resistance to MCPA has not been elucidated. In the cases where the mechanism was investigated, the mechanism was linked to an NTSR mechanism (Weinberg et al. 2006; Jugulam et al. 2013; Singh et al. 2023). Based on the limited knowledge base surrounding mechanisms of MCPA resistance, this provides a unique opportunity to investigate the mechanism of resistance to MCPA in this population of green pigweed. The objective of this study is to determine the mechanism of resistance to MCPA in this population of green pigweed by quantifying MCPA absorption, translocation, and metabolism and by identifying differentially expressed genes between resistant and susceptible green pigweed populations.

## 2 Materials and Methods

### 2.1 Preparation of Plant Material

Seeds from a surviving population of green pigweed, AMAPO 501 (hereinafter referred to as 501), were collected from a field site near Dresden, Ontario, Canada, (42.582811° N, −82.113953° W) following application of MCPA ester (MCPA Ester 600, Nufarm Canada, Calgary, AB, Canada) at 600 g a.e. ha^−1^. The field site had minimal exposure to SAHs, with these herbicides only applied once or twice during a 6‐year crop rotation. The collected seed was dried at room temperature and cleaned by threshing. Seed treatment in 97% H_2_SO_4_ for 30 s, followed by neutralization with a 0.1‐M solution of sodium bicarbonate and water, was used to promote seed germination (Aicklen et al. 2024). Following acid treatment, the seeds were dried at room temperature, packaged, and stored at 5°C prior to commencing the experiments. The resistant green pigweed population was compared to a known synthetic auxin‐susceptible population, AMAPO 511 (hereinafter referred to as 511). The susceptible green pigweed was collected from an untreated green pigweed population near Elora, Ontario (Elora Research Station, Ariss, ON, Canada). All protocols for seed cleaning, treatment, and storage were applied for both resistant and susceptible populations.

To ensure optimal germination, seeds of both populations were spread in Petri dishes containing a 0.6% (w/v) agar medium and then were placed in a growth cabinet for 24 h. Conditions in the growth cabinet consisted of a 2‐h photophase at 15°C followed by a 22 h scotophase at 40°C. Once germinated, the seedlings (at cotyledon stage) were transplanted into commercial potting soil (Pro Mix, Premier Horticulture, Quakertown, PA, USA) in 7.6 × 7.6 cm square pots with one plant per pot in a greenhouse. The greenhouse conditions consisted of a 14‐h photophase at 30°C and a 10‐h scotophase at 23°C and 60% ± 10% relative humidity. Supplemental light was provided by sodium vapor lamps at 250 μmol m^−2^ s^−1^. Plants were hand watered as required.

A resistance screening was conducted previously as described by Aicklen et al. (2024), with surviving plants grown out for seed collection. When plants from 501 were 8–10 cm in height, they were treated with 350 g a.e. ha^−1^ of MCPA, which was based on the herbicide label. Surviving plants were subsequently grown out for seed to produce the OP_1_ (open‐pollinated) generation. This process was repeated a second time to produce the OP_2_ generation, which was the seed lot used in the main dose response experiments, as described by Aicklen et al. (2024). These experiments confirmed resistance to MCPA, mecoprop, dichlorprop‐p, and aminocyclopyrachlor in 501 (Aicklen et al. 2024). This was the same seedlot used in the present study.

### 2.2 Absorption and Translocation of ^14^C‐MCPA

At 48 h prior to treatment, plants were transferred to a growth chamber maintained at 25°C/20°C (16‐h photophase:8‐h scotophase) to acclimate the plants. When plants of both populations were approximately 8–10 cm tall, the fourth fully expanded leaf of each plant was marked and 10 μL of ^14^C‐MCPA (0.17 kBq μL of radioactivity, Moravek Inc., Brea, CA, USA) was applied to the adaxial leaf surface using a micropipette (Wiretrol, 10 μL, Drummond Scientific Company, Broomall, PA, USA). Following treatment, the plants were returned to the growth chamber. Plants were harvested at 6, 24, 48, and 72 h after treatment (HAT) and divided into treated leaf (TL), tissue above treated leaf (ATL), and tissue below treated leaf (BTL). The experiments were set up as a completely randomized design with four replicates, and each experiment was repeated twice. Treated leaves were cut and rinsed twice for 60 s in 20‐mL scintillation vials using 5 mL of a rinse solution of 10% (v/v) ethanol with 0.5% (v/v) Tween 20 (Fisher Scientific, Waltham, MA, USA). Thereafter, 10 mL of scintillation fluid (EcoLite, MP Biomedicals LLC, Irvine, CA, USA) was added to the vials, and the radioactivity of the rinse solution was quantified using a liquid scintillation counter (LSC; LS 6500 Multi‐Purpose Scintillation Counter, Beckman Coulter, Brea, CA, USA). Separated plant parts were dried for 72 h at 60°C and combusted using a biological oxidizer (OX‐501, RJ Harvey Instruments, Tappan, NY, USA). Each plant part was combusted for 3 min followed by the quantification of the radioactivity of each plant part using LSC. Equations (1–3) were used to calculate percent absorption and percent translocation at each timepoint:

(1) $$\%\text{Recovery}=\left(\left(R_{\text{rinsate}}+R_{\mathrm{ATL}}+R_{\mathrm{BTL}}+R_{\mathrm{TL}}\right)/R_{\text{applied}}\right)\times 100$$

(2) $$\%\text{Absorption}=\left(\left(R_{\text{applied}}-R_{\text{rinsate}}\right)/R_{\text{applied}}\right)\times 100$$

(3) $$\%\text{Translocation}=\left(\left(100-R_{\mathrm{TL}}\right)/\left(R_{\text{applied}}-R_{\text{rinsate}}\right)\right)\times 100$$

where R_rinsate_ is the radioactivity recovered in the treated leaf rinsate, R_applied_ is the radioactivity applied to the plant, R_ATL_ is the radioactivity recovered in tissue above the treated leaf, R_BTL_ is the radioactivity recovered in tissue below the treated leaf, and R_TL_ is the radioactivity recovered in the treated leaf. Equations (4–6) were used to calculate the percent ^14^C MCPA recovered in each section of plant tissue.

(4) $$\%\text{in}\;\mathrm{ATL}=\left(\left(R_{\mathrm{ATL}}\right)/\left(R_{\text{applied}}-R_{\text{rinsate}}\right)\right)\times 100$$

(5) $$\%\text{in}\;\mathrm{BTL}=\left(\left(R_{\mathrm{BTL}}\right)/\left(R_{\text{applied}}-R_{\text{rinsate}}\right)\right)\times 100$$

(6) $$\%\text{in}\;\mathrm{TL}=\left(\left(R_{\mathrm{TL}}\right)/\left(R_{\text{applied}}-R_{\text{rinsate}}\right)\right)\times 100$$

### 2.3 Metabolism of ^14^C‐MCPA

Plants were treated as described above. At 6, 24, 48, and 72 HAT, the whole plant was harvested and frozen at −80°C with the treated leaf rinsed as described above. The experiment was set up as a completely randomized design with four replicates per timepoint, and each experiment was repeated twice. The whole plant was homogenized with a mortar and pestle with parent ^14^C‐MCPA, and its metabolites extracted by adding 15 mL of acetone (HPLC Grade, Fisher Scientific, Waltham, MA, USA) and incubating the samples for 16 h at 4°C in 50‐mL polypropylene tubes. Following the incubation period, samples were centrifuged (J2‐MC Centrifuge, Beckman Coulter, Brea, CA, USA) at 5000 × *g* for 10 min at 4°C. Evaporation using a rotary evaporator (Centrivap, Labconco, Kansas City, MO, USA) for 2 h at 45°C allowed the supernatant to be concentrated. Once the supernatant was reduced to a volume of 500–1000 μL, it was transferred into 1.5‐mL microcentrifuge tubes and was centrifuged at 10,000 × *g* for 10 min at room temperature. The total extractable ^14^C‐MCPA was measured using liquid scintillation spectrometry and normalized to 100,000 dpm μL^−1^ by diluting with 50:50 (v/v) acetonitrile:water.

Reverse‐phase high‐performance liquid chromatography (HPLC) (1260 Infinity II LC System, Agilent Technologies Inc., Santa Clara, CA, USA) was used to resolve total extractable radioactivity into ^14^C‐MCPA parent compound and its metabolites. Prior to commencing analysis, methods were optimized for MCPA. Reverse‐phase HPLC was conducted using a Zorbax SB‐C18 column (4.6 × 250 mm, 5‐μm particle size; Agilent Technologies Inc., Santa Clara, CA, USA) at a flow rate of 1 mL min^−1^ with eluent A (water with 0.1% trifluoroacetic acid; HPLC Grade, Fisher Scientific, Waltham, MA, USA) and eluent B (acetonitrile with 0.1% trifluoroacetic acid; HPLC Grade, Fisher Scientific, Waltham, MA, USA). The elution profile followed 0–2 min, 0%–20% (of eluent B) linear gradient; 2–4 min, 20%–30% linear gradient; 4–7 min, 30%–45% linear gradient; 7–15 min, 45%–80% linear gradient; 15–16 min, 80%–100% linear gradient; 16–18 min, 100%–70% linear gradient; 18–19 min, 70%–40% linear gradient; 19–20 min, 40%–10% linear gradient followed by 10% isocratic hold prior to the next sample injection (21 min total). The retention time of the parent compound was 13.9 min. The parent compound and its metabolites were detected with a radioflow detector (EG & G Berthold, LB 509, Bad Wildbad, Germany) and Ultima‐Flo AP cocktail (PerkinElmer, Waltham, MA, USA). At 13.9 min, the % parent compound was quantified as a percentage of total extractable radioactivity by the peak area determined.

### 2.4 RNA Sequencing Study

#### 2.4.1 RNA Extraction

Sampling for the RNA Sequencing experiment was completed when plants from both populations were 8–10 cm tall. There were four treatments: resistant‐treated (RT), resistant‐untreated (RU), susceptible‐treated (ST), and susceptible‐untreated (SU). The treated individuals for both populations were sprayed with 1225 g a.e. ha^−1^ of MCPA (3.5‐fold higher than the label rate), which was determined to be the discriminating dose for MCPA resistance in these populations. At 6 h after application (HAT), plants from all treatments were sampled by cutting the fourth fully expanded leaf, wrapping it in aluminum foil, and placing it directly into liquid N_2_ then later storing frozen tissue at −80°C until extraction occurred. Sampling occurred at this timepoint as this is within the stimulation phase when metabolic processes are activated by the application of SAHs (Grossmann 2009). Plants were kept until 21 days after treatment, at which point they were phenotyped based on survival, and the three most representative plants from each treatment were chosen for extraction. Total RNA was extracted using the Direct‐zol RNA Miniprep kit (Zymo Research, Irvine, CA, USA). RNA was purified using a DNase I treatment, and the final elution volume was 50 μL. RNA quality and concentration were assessed using the Agilent TapeStation 4150 (Agilent Technologies Inc., Santa Clara, CA, USA), and samples that had an RNA integrity score (RIN) of over 6.5 were submitted for sequencing. Three replicates per treatment were chosen for a total of 12 samples. 

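The 12 samples were leaves of single plants of green pigweed, 3 in each of 4 groups. RT and RU were plants of the MCPA-resistant population 501 with and without MCPA, and ST and SU were the matching plants of the susceptible population 511. MCPA, a synthetic auxin herbicide, was applied at 1225 g a.e. per ha, and the leaves were cut 6 h after application. The authors kept the plants until survival was scored and then chose the most representative ones. The authors counted the reads of every library in 2 ways. In the reference-based alignment, the values are raw counts per gene model of smooth pigweed. In the de novo alignment, they are raw counts on a transcriptome assembled from long reads of susceptible leaf tissue, with 1 value for each open reading frame (ORF). Total counts of the reference-based alignment were 22629698 to 27935649 per library in RT (median 26716350) and 28278427 to 29999982 in RU (median 29377914). They were 22755345 to 26833325 in ST (median 23591803) and 24357306 to 29536097 in SU (median 24629284). Totals of the de novo alignment were 42210062 to 50855532 in RT (median 49828598), 53916867 to 57882380 in RU (median 54968119), 43770489 to 51669716 in ST (median 45087935) and 46554145 to 55799639 in SU (median 48329989). These totals include 21009 ORFs that lie on the transcript of another ORF, because the ORFs of a transcript held identical counts. Each value of this alignment is thus read as a count of the transcript. Here, each count table was filtered by edgeR's filterByExpr, which kept 16304 of 23820 gene models and 57450 of 58227 ORFs. Libraries were normalized by TMM and all 12 were fitted together with edgeR's quasi-likelihood model, with Benjamini-Hochberg adjustment for each contrast. A feature was called differentially expressed at an adjusted p under 0.05 and a log2 fold change above 2 or below -2. The files do not pair identifiers with gene names, so features outside Table 3 are named by identifier. On the first principal component the treated libraries lay apart from the untreated ones. The second component held 24.8% of the variance in the reference-based alignment and separated plants S13 of ST and S116 of SU from the other 10 libraries. In log2 CPM these 2 libraries correlated with their nearest library at 0.884 and 0.914, and each of the other 10 at 0.950 or more.

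**Figure D1:**
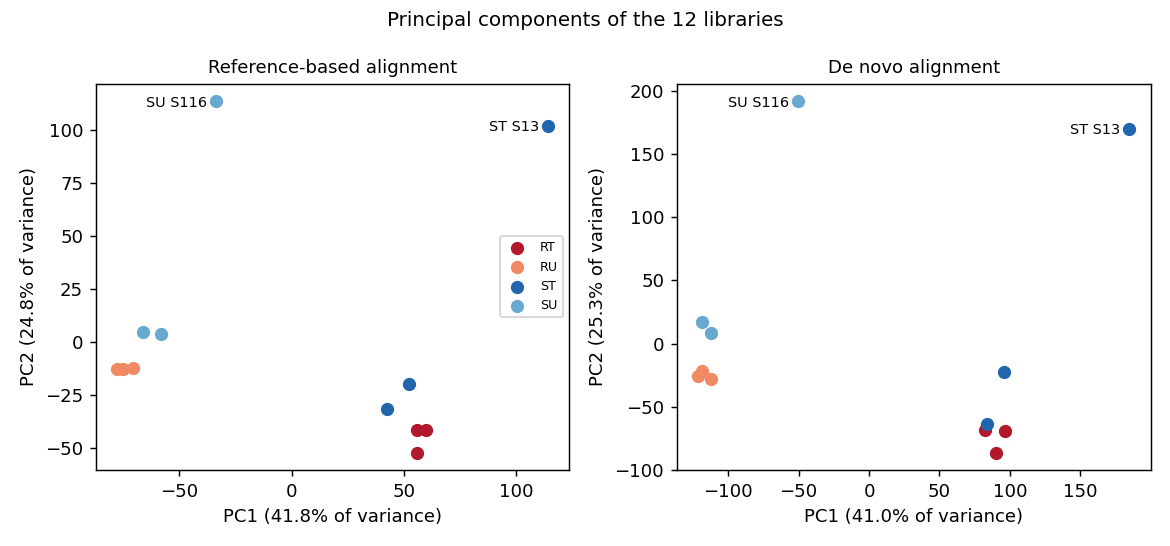
First and second principal components of log2 CPM for the 12 libraries in each alignment, with the share of variance on each axis. Each point is 1 plant, colored by group. ST S13 and SU S116 lie at 102 and 114 on the second component of the reference-based alignment, and the other libraries lie between -52.2 and 4.60.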

An additional RNA sample obtained from a mixture of treated and untreated susceptible leaf tissue was submitted for PacBio IsoSeq long read sequencing to construct a de novo transcriptome.

#### 2.4.2 Reference‐Based Alignment

Quality check, library construction, and sequencing were completed by Génome Québec (Génome Québec Centre of Expertise and Services, Montréal, QC, Canada). Library preparation was completed using an Illumina Stranded mRNA Prep Kit (Illumina Inc., San Diego, CA, USA). Samples were sequenced on an Illumina NovaSeq S4 (Illumina Inc., San Diego, CA, USA) using 2 × 100 bp paired‐end mode and obtaining ~25 million read pairs per sample. Adapter trimming and removal of low‐quality read clipping were completed using fastp (v0.23.4, Chen et al. 2018; Chen 2023). As there is no reference genome sequence available for green pigweed, reads were aligned to the reference sequence from smooth pigweed ( *Amaranthus hybridus* ) (available at https://genomevolution.org/coge, ID: 57429, Montgomery et al. 2020) as this species is the most closely related based on available genomes. Reads were also aligned to the *de novo* assembled transcriptome.

Indexing and read alignment to the smooth pigweed genome sequence was completed using STAR (v2.7.4a, Dobin and Gingeras 2015) with average alignment rates of 85%. Annotation and gene ontology were completed using blastp (v2.15.0, Altschul et al. 1990) by aligning the smooth pigweed genome to the UniProt Swiss‐Prot database and selecting the most appropriate match based on the lowest E‐value.

#### 2.4.3 De Novo Assembly

PacBio IsoSeq standard library preparation and SMRT cell sequencing was completed by Génome Québec (Génome Québec Centre of Expertise and Services, Montréal, QC, Canada) following the *Preparing Iso‐Seq libraries using SMRTbell prep kit 3.0* protocol (PacBio, Corporate Headquarters, Menlo Park, CA, USA) to obtain circular consensus sequences (CCS). Quality control was assessed using fastp as described above (Chen et al. 2018; Chen 2023). Clustering of CCS was completed using isoseq cluster2 (IsoSeq v3, https://github.com/PacificBiosciences/IsoSeq/blob/master/isoseq‐clustering.md). Samtools (v1.19, Danecek et al. 2021) was used to extract sequences from the BAM file, and further clustering was completed using CD‐HIT with default parameters (v4.8.1, Li and Godzik 2006; Fu et al. 2012). Samples were aligned to the de novo transcriptome using Bowtie 2 (v2.5.2, Langmead and Salzberg 2012). Bowtie 2 was used in this instance as the alignment rates were much higher than those obtained with STAR (28% average alignment compared to 92% with Bowtie 2). SAM files from Bowtie 2 were then converted to BAM files using samtools (v1.19, Danecek et al. 2021), and read summarization was quantified using featureCounts in the Subread package (v2.0.6, Liao et al. 2014). Annotation of the transcriptome was completed by first translating the transcripts to protein using TransDecoder (v5.7.1, Haas BJ, https://github.com/TransDecoder/TransDecoder), then protein sequences were aligned to the UniProt Swiss‐Prot database using blastp (v2.15.0, Altschul et al. 1990), and finally, GO terms were added using InterProScan (v.5.66‐98.0, Jones et al. 2014; Blum et al. 2020).

#### 2.4.4 SNP Analysis

To identify potential resistance mutations in *Amaranthus powellii* , genes previously linked to synthetic auxin herbicide resistance were used as queries in a BLAST search against a custom local database constructed from the *Amaranthus powellii* assembly. The local database was generated using BLAST+ provided by NCBI (Camacho et al. 2009). Protein sequences for known resistant genes (list of references describing genes involved in SAH resistance) were aligned against the local database to identify homologous sequences. The resulting high‐confidence homologs in *Amaranthus powellii* were selected as targets for further sequence analysis. Sequence variation in genomic regions corresponding to the gene candidates in resistant and susceptible populations was manually compared. DNA sequencing reads were aligned to the *A. powellii* reference genome, and variants within the identified genes were called using FreeBayes. The resulting VCF files were visualized in Integrative Genomics Viewer (IGV) to manually assess nucleotide variation, confirm variant calls, and evaluate possible resistance‐associated polymorphisms in the homologous gene regions.

### 2.5 Statistical Analysis

#### 2.5.1 Absorption, Translocation, and Metabolism of ^14^C‐MCPA

All data were analyzed using the statistical software, R (v4.2.0, R Core Team 2024). Population and time were determined to be the fixed effects, and experimental run was the random effect for the experiments. The assumptions of nonlinear regression were met by assessing residual plots to ensure that residuals were independent, randomly distributed, with equal variance, and a mean of 0. Normality was assessed by calculating the Shapiro–Wilk test statistic for normality. There was no significant variation attributed to experimental run; therefore, the data from each run were pooled.

For the absorption and translocation study, the data were fitted to three models using the method and R code developed by Kniss et al. (2011) including the asymptotic regression model, rectangular hyperbolic model, and linear model. The AICc fit statistic for each model was compared, and the rectangular hyperbolic model was determined to best fit both the absorption and translocation data, as this model had the lowest AICc value. The rectangular hyperbolic model for the absorption and translocation data was calculated based on Equations (7) and (8):

(7) $$\text{Absorption}=A_{\max}\times \left\{1-\exp\left[\left(\log\;0.1\right)\times \left(t/t_{90}\right)\right]\right\}$$

(8) $$\text{Translocation}=T_{\max}\times \left\{1-\exp\left[\left(\log\;0.1\right)\times \left(t/t_{90}\right)\right]\right\}$$

where A_max_ and T_max_ indicate the maximum absorption and translocation values, *t* is the time, and *t*_90_ is the time to reach 90% of the maximum absorption (A_max_) or translocation (T_max_) values. The absorption and translocation values are calculated based on the percentage absorbed or translocated at time *t*. None of these models could be used to analyze the percent translocation in each plant part (TL, ATL, and BTL); therefore, these data were analyzed using a one‐way ANOVA. After ensuring that the data met all the assumptions of ANOVA, treatments were separated using Tukey's HSD at a significance level of *p* = 0.05.

The metabolism data were fitted to a four‐parameter log‐logistic model using Equation (9):

(9) $$y=C+D-C/1+\exp\left\{b\left[\log\left(x\right)-\log\left(t_{50}\right)\right]\right\}$$

where *C* is the lower limit, *D* is the upper limit, *b* is the slope, and *t*_50_ is the time to 50% metabolism of parent ^14^C MCPA or half‐life.

#### 2.5.2 RNA Sequencing Study

Differential expression analysis was conducted in R (v4.2.0, R Core Team 2024) using the DESeq2 package (v1.38.3, Love et al. 2014) to identify differentially expressed genes (DEGs) between the treatment conditions. Four contrasts were constructed based on population (resistant or susceptible) and treatment (treated with MCPA or untreated). The contrasts were as follows: RT versus ST, RU versus SU, RT versus RU, and ST versus SU. A log fold‐change shrinkage using the apeglm method and Benjamin‐Hochberg false discovery rate correction were applied to all contrasts. Significant DEGs were identified based on log2 fold change > 2 or < −2 and a *p*‐value of < 0.05. The same procedure was followed for assessing differentially expressed transcripts from the de novo transcriptome.

## 3 Results

### 3.1 Absorption and Translocation of ^14^C‐MCPA

There were no differences in absorption between population 501 and 511 at any of the time points. ^14^C‐MCPA absorption values ranged from 79% to 91% across the 72‐h period (Figure 1A). The absorption data were found to best fit a rectangular hyperbolic model as presented in Figure 1A. Maximum ^14^C‐MCPA absorption (A_max_) was 91% for population 501 and 87% for population 511 (Table 1) with the estimates being significantly different. The *t*_90_ occurred at 4 h for 511 and at 9 h for 501 (Table 1). Although 501 took longer to achieve maximum absorption, there were no significant differences between the *t*_90_ values for 501 and 511. Even though there were statistical differences between the A_max_ values, the A_max_ value occurs at infinity, which is outside of the 72‐h period for the study. Within the 72‐h period when the experiment was conducted, there were no significant differences in absorption, and therefore, it can be confirmed that differential MCPA absorption is not contributing to the mechanism of resistance in population 501.

**FIGURE 1:**
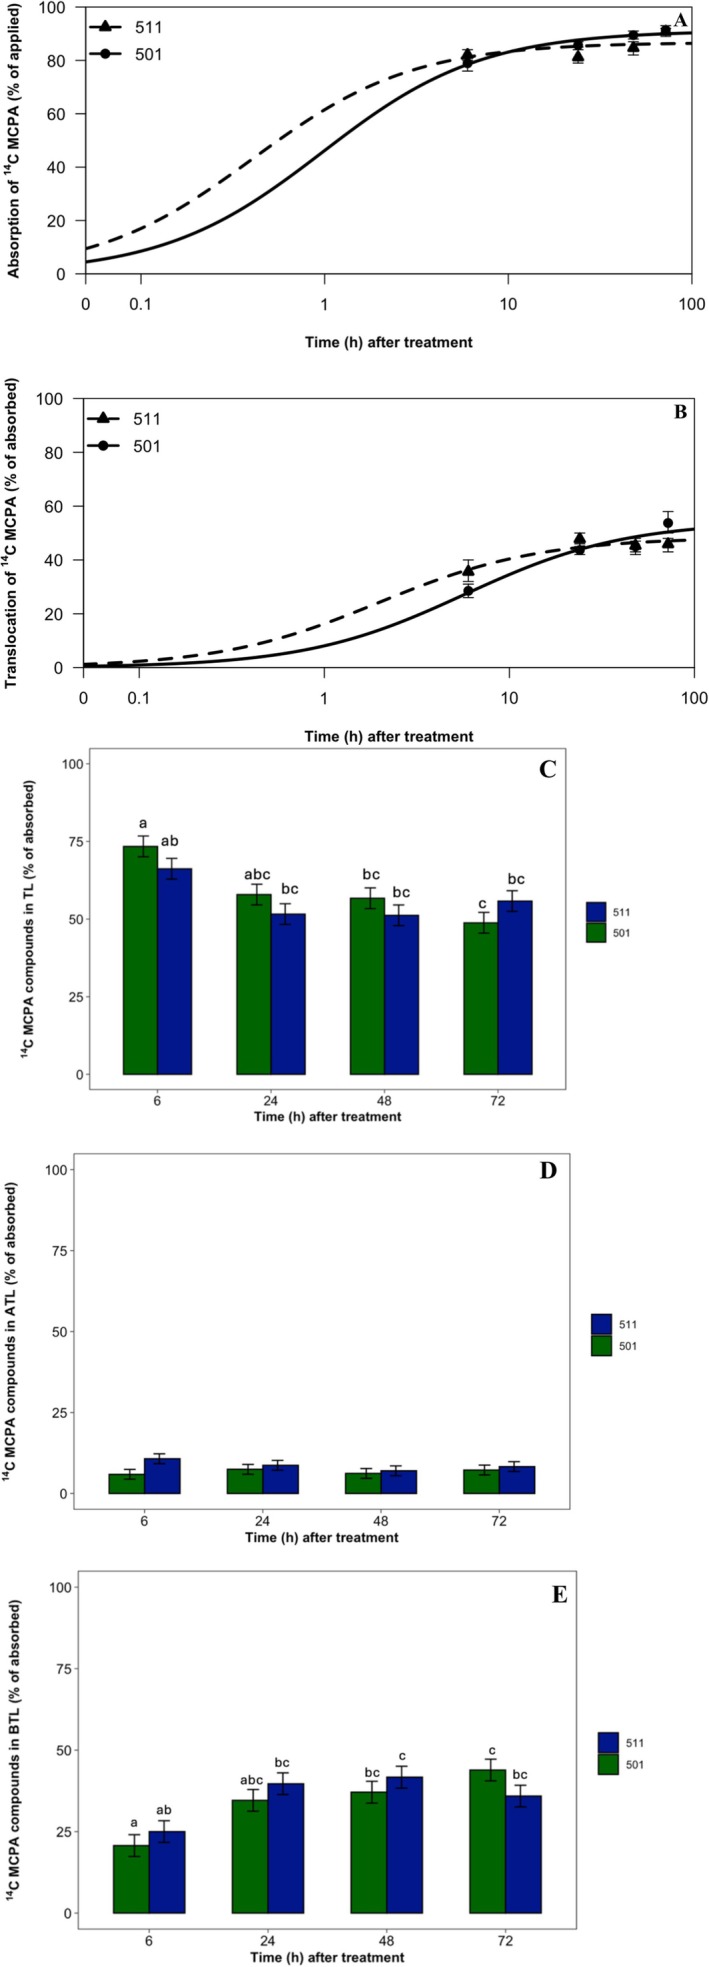
(A) ^14^C‐MCPA absorption; (B) ^14^C‐MCPA translocation; **(**C) ^14^C‐MCPA retained in treated leaf; (D) ^14^C‐MCPA translocated to tissue above treated leaf; (E) ^14^C‐MCPA translocated to tissue below treated leaf in *A. powellii* populations 501 (R) and 511 (S). Means followed by the same letter are not statistically different at a significance level of *p* < 0.05. In (A) and (B), population 511 is designated by a triangle with a dashed line, and population 501 is designated by a circle and solid line. In (C)–(E), population 511 is designated by dark blue bars, and population 501 is designated by dark green bars. Error bars represent standard error.

**TABLE 1:** Parameter estimates of rectangular hyperbolic model for absorption of ^14^C‐MCPA at 6, 24, 48, and 72 h after treatment.

	Parameter estimates	
	A_max_ ^a^ (%)	*t*_90_ ^b^ (hours)
501 (R)	91.19a	8.75a
511 (S)	86.74b	3.69a

*Note:* Estimates followed by the same letter are not statistically different based on Tukey's HSD (*p* < 0.05).

^a^ A_max_ = asymptotic value of maximum absorption.

^b^ *t*_90_ = time to reach 90% of the maximum absorption (A_max_).

The data for translocation were also fitted to a rectangular hyperbolic model, and translocation of ^14^C‐MCPA ranged from 29% to 54% over the course of the study (Figure 1B). The T_max_ values were 48% and 54% for populations 511 and 501, respectively, and were not statistically different (Table 2). The *t*_90_ values occurred at 10 and 29 h for 511 and 501 (Table 2). Interestingly, even though 501 took over twice the amount of time to reach 90% of the T_max_ value compared to 511, no statistical differences were found. The ^14^C‐MCPA found in each section of plant tissue (TL, ATL, and BTL) was quantified, but no differences were found (Figure 1C–E). For both populations, the majority of ^14^C‐MCPA was translocated to tissue below the treated leaf. The % ^14^C‐MCPA remaining in the treated leaf decreased from 73% to 49% across both populations over time, and there were no significant differences. Translocation of ^14^C‐MCPA to ATL tissue remained consistently below 11%, whereas translocation to BTL tissue increased from 21% to 42% in both populations across time. Regardless of time point, there were no significant differences in % translocation to ATL or BTL tissue between the two populations. These results show that differential translocation does not cause resistance to MCPA in population 501.

**TABLE 2:** Parameter estimates of rectangular hyperbolic model for translocation of ^14^C‐MCPA at 6, 24, 48, and 72 h after treatment.

	Parameter estimates	
	T_max_ ^a^ (%)	*t*_90_ ^b^ (hours)
501 (R)	54.41a	28.70a
511 (S)	48.36a	9.87a

*Note:* Estimates followed by the same letter are not statistically different based on Tukey's HSD (*p* < 0.05).

^a^ T_max_ = asymptotic value of maximum translocation.

^b^ *t*_90_ = time to reach 90% of the maximum translocation (T_max_).

### 3.2 Metabolism of ^14^C‐MCPA

The amount of parent MCPA remaining at each time point is represented in a four‐parameter log logistic regression model in Figure 2A. No statistical differences were found when comparing the parent MCPA remaining at each time point between the two populations. The half‐life of parent MCPA (*t*_50_) occurred at 20 and 22 h for 501 and 511, respectively, with no statistical differences between the populations (Figure 2A). Chromatograms for each population at 24 HAT are represented in Figure 2B,C. Parent MCPA was resolved at 13.9 min in both populations. The chromatograms indicated the production of at least five secondary metabolites in both populations; however, their metabolic profiles were almost identical across time. The identity of the metabolites produced was not determined. These results indicate that differential metabolism does not contribute to MCPA resistance in population 501.

**FIGURE 2:**
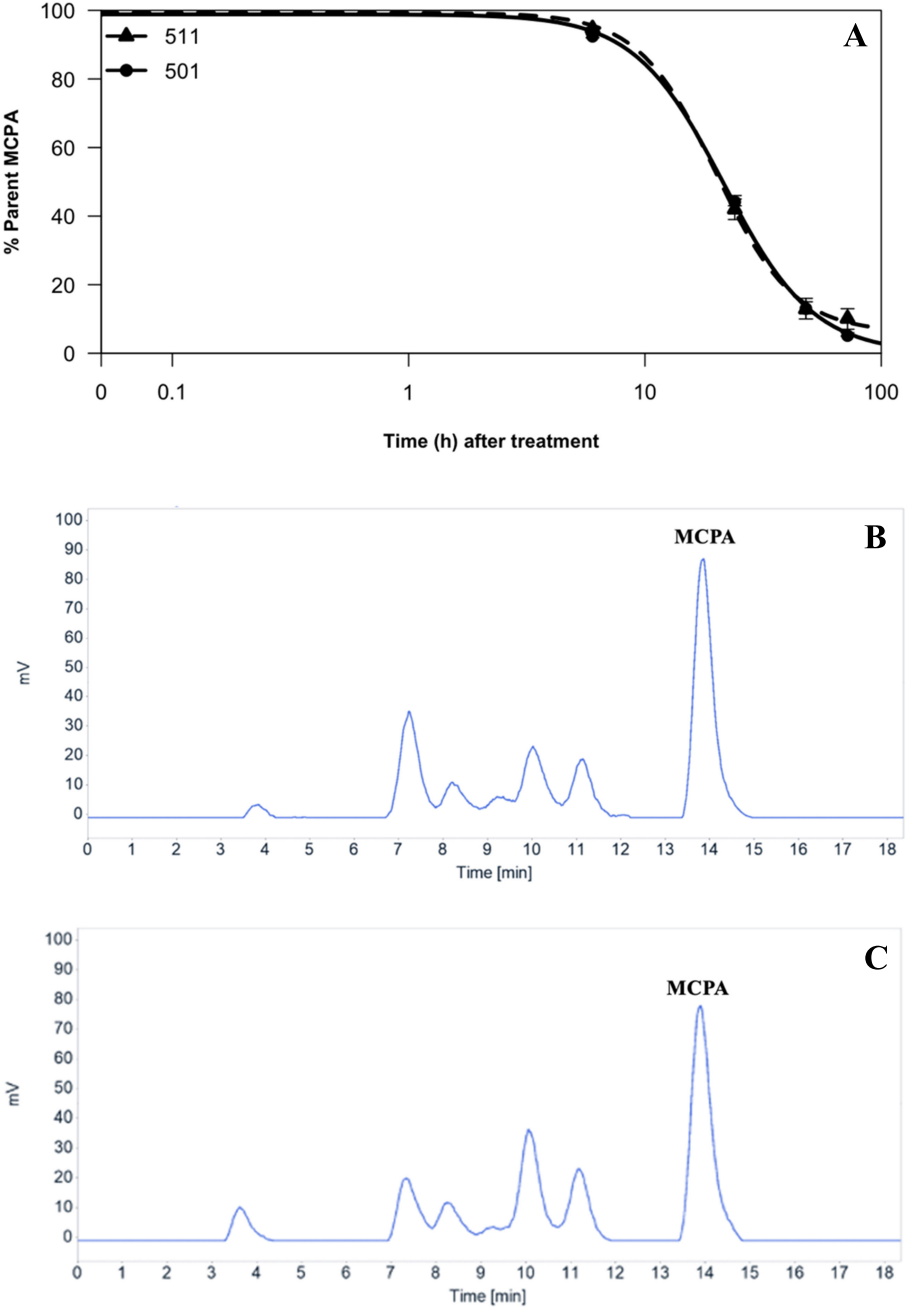
(A) Four parameter log‐logistic regression (*y* = *C* + *D* − *C*/1+ exp{*b*[log(*x*) − log(*t*_50_)]}) of ^14^C‐MCPA metabolism in populations 501 (R) and 511 (S) at 6, 24, 48, and 72 HAT; (B) HPLC chromatograms of ^14^C‐MCPA at 24 HAT for 501; and (C) 511. In (A), population 511 is designated by a triangle with a dashed line, and population 501 is designated by a circle and solid line. Error bars represent standard error.

### 3.3 RNA Sequencing Study

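Ah.15g099810 was detected in every plant of population 501 and in no plant of population 511. Its level was 6.55 ± 1.43 CPM (SD, n = 3) in RT and 5.00 ± 1.18 CPM (SD, n = 3) in RU, which is at least 62.0-fold higher than in ST and at least 42.0-fold higher than in SU, with 3 counts per library taken as the floor. Ah.02g129290 showed the opposite pattern, with no count in RT, at most 1 count per library in RU, and 6.37 ± 0.26 CPM (SD, n = 3) in ST. In RT it was at least 53.3-fold lower than in ST. The treated and untreated contrasts share no library, and 7 DEGs of the reference-based alignment passed both, 6 higher and 1 lower in population 501. Independent lists of the same lengths would share 0.0104 in the first direction and 0.00736 in the second. By edgeR, 0 gene models and 0 ORFs were called in all 4 contrasts, and 0 and 1 at an adjusted p under 0.05 without the fold limit. With the same fold limit and an unadjusted p under 0.05, edgeR gave 8 gene models and 3 ORFs. DESeq2 gave 17 gene models and 37 ORFs at an adjusted p under 0.05 without a fold limit. The 37 ORFs lie on 31 transcripts. With the fold limit, DESeq2 gave 3 gene models and 2 ORFs from unshrunken fold changes and 0 of either after apeglm shrinkage. Each library enters 2 of the 4 contrasts, so the 4 lists are not independent.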

For the reference‐based alignment, there were 17 DEGs shared between all four contrasts (Figure 3, Oliveros 2007–2015), and for the de novo transcriptome alignment, there were 38 DETs shared between all four contrasts (Figure 4, Oliveros 2007–2015). 

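Between the populations, 30 gene models were DEGs in the treated contrast, 10 higher and 20 lower in RT than in ST. In the untreated contrast, 17 were higher and 6 were lower in RU than in SU. The de novo alignment gave 14 higher and 23 lower ORFs in the treated contrast, on 25 transcripts, and 64 higher and 27 lower ORFs in the untreated contrast, on 58 transcripts. The counts of both contrasts changed when single plants were left out. Leaving out any plant also makes its group smaller, which alone can lower a count. A fit without both ST S13 and SU S116, chosen after seeing the data, gave 57 gene models and 184 ORFs in the treated contrast. In the untreated contrast it gave 54 gene models and 310 ORFs. In the treated contrast there were 7 gene models without RT S11, 13 without RT S110, 16 without ST S16 and 58 without ST S112, and 13, 14, 24 and 295 ORFs, with 119 ORFs without ST S13. In the untreated contrast there were 13 gene models without RU S13 or RU S18 and 15 without RU S118 or SU S12. There were 16 without SU S14 and 22 without SU S116, so every plant left out lowered the count from 23. Its ORFs numbered 55 without RU S13, 53 without RU S18, 56 without SU S12 and 148 without SU S116. DESeq2 with apeglm called 56 gene models and 173 ORFs in it. A fit of the 6 libraries of the treated contrast alone called 0 gene models by edgeR. On all 12 libraries, DESeq2 with apeglm called 54 and edgeR gave 328 at an unadjusted p under 0.05 with the fold limit. Ah.09g234780 was among the higher ones in both contrasts. It had 26 to 51 counts per library in RT and 52 to 72 in RU and none in ST or SU, which is at least 14.5-fold higher in the treated contrast and at least 19.3-fold higher in the untreated contrast. Ah.09g235470 was lower in RU, at 0.677 ± 0.259 CPM (SD, n = 3), than in SU, at 8.97 ± 2.64 CPM (SD, n = 3), a log2 fold change of -3.72 (standard error 0.60, adjusted p = 0.0433 from edgeR's quasi-likelihood test). Higher calls made up 33.3% in the treated contrast of the reference-based alignment (95% Clopper-Pearson interval 17.3% to 52.8%) and 73.9% in the untreated contrast (51.6% to 89.8%). In the de novo alignment the shares were 37.8% (22.5% to 55.2%) and 70.3% (59.8% to 79.5%). The intervals treat features as independent and cover at most counting error. In the de novo alignment they are too narrow even for that, since the ORFs of a transcript held identical counts. In the untreated contrast the direction depended on the setting. It was 40.2% and 31.8% at an unadjusted p under 0.05 with the fold limit, and 48.8% and 33.2% with DESeq2 and unshrunken fold changes. Without SU S116 it was 33.1% in the de novo alignment. In the treated contrast of the reference-based alignment it was 57.1% without RT S11 (interval 18.4% to 90.1%) and 53.8% without RT S110 (25.1% to 80.8%). Both intervals also hold 33.3%. In the de novo alignment the share of the treated contrast was 52.9% without ST S13, 54.2% without ST S112 and 55.9% with DESeq2 and apeglm.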

In both treated and untreated contrasts for both approaches, there were consistently more genes that were significantly upregulated compared to downregulated (Figure 5A–D). Figure 6A–D demonstrates that there are more DEGs in the resistant and susceptible contrasts compared to the treated and untreated contrasts. 

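In the resistant contrast, 629 gene models were higher and 310 were lower in RT than in RU. In the susceptible contrast, 562 were higher and 186 were lower in ST than in SU. The matching numbers in the de novo alignment were 1523 and 692 ORFs in the resistant contrast and 1443 and 687 in the susceptible contrast. Ah.02g125690 was among the 2 features named for the largest rises in both contrasts. It rose from 0.417 ± 0.227 CPM (SD, n = 3) in RU to 1709 ± 393 CPM (SD, n = 3) in RT, a log2 fold change of 11.97 (standard error 1.06, adjusted p = 6.57e-05 from edgeR's quasi-likelihood test). In population 511 it rose from 0.799 ± 1.07 CPM to 2100 ± 122 CPM, a log2 fold change of 11.39 (standard error 1.03, adjusted p = 9.62e-05 from edgeR). Ah.01g013030 had the largest fitted rise in the resistant contrast, but its counts in RT ran from 58 to 24353, a level of 323 ± 556 CPM (SD, n = 3). Ah.05g177310 had no count in RT and 44 to 123 counts per library in RU, and was at least 28.5-fold lower after MCPA. Ah.14g087260 had no count in ST and 10 to 60 in SU, and was at least 9.82-fold lower. Both populations responded in the same direction. Of the gene models called in either contrast, 1180 in all, 97.2% had fold changes of the same sign. The 2 contrasts share no library, and 507 gene models were called in both, 404 higher and 103 lower, against 21.7 and 3.54 for independent lists. Across all gene models tested the log2 fold changes of the 2 contrasts had a Pearson correlation of 0.779 and a Spearman correlation of 0.775. Gene models are not independent replicates, so no p is given.

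**Figure D2:**
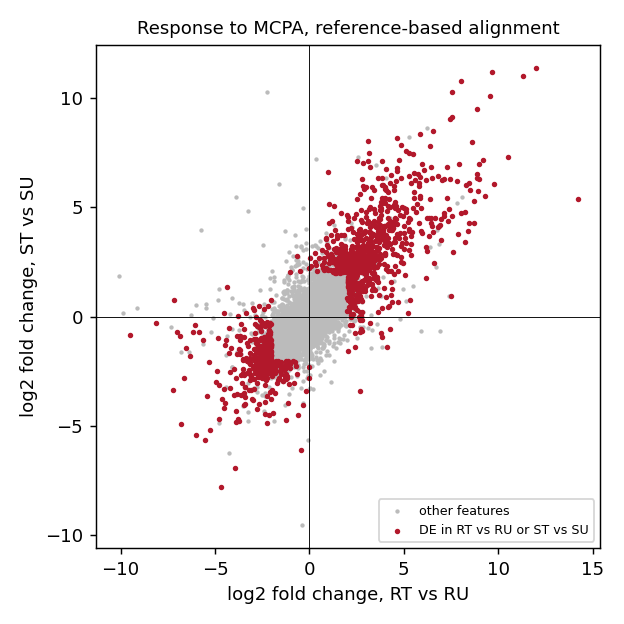
Log2 fold change of each gene model in the resistant contrast (horizontal axis) and in the susceptible contrast (vertical axis), reference-based alignment. Red points are the 1180 gene models called in either contrast, and 1147 of them lie in the quadrants of equal sign.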

The most frequent gene ontology (GO) terms were linked to basic cellular processes such as metal ion binding, ATP binding, DNA binding, and protein binding. Some of the lower frequency GO terms that have been linked to the auxin pathway include ABC‐type transporter activity [GO:0140359], SCF ubiquitin ligase complex [GO:0019005], ubiquitin conjugating enzyme activity [GO:0061631], and UDP glucosyltransferase activity [GO:0008194].

**FIGURE 3:**
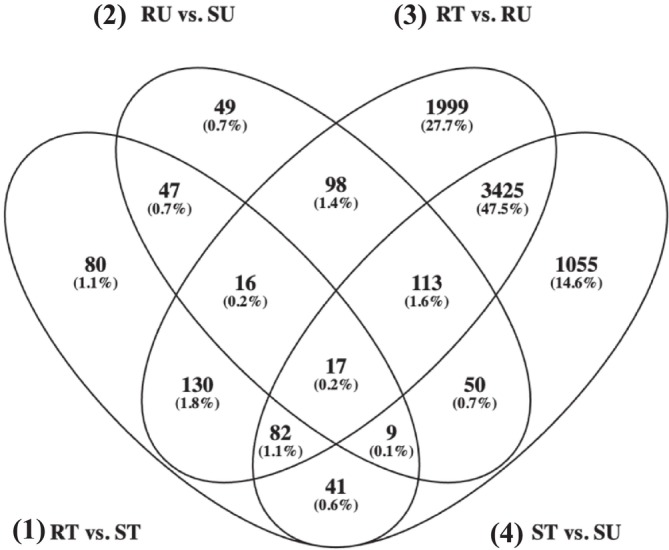
Venn diagram of differentially expressed genes from the reference‐based alignment. Overlapping ovals represent differentially expressed genes that are shared among contrasts. Genes are considered differentially expressed if they have a log2 fold‐change of > 2 or < −2 and an adjusted *p‐*value of < 0.05. The contrasts are represented as follows: **(1)** 501‐treated (RT) versus 511‐treated (ST), **(2)** 501‐untreated (RU) versus 511‐untreated (SU), **(3)** RT versus RU, and **(4)** ST versus SU.

**FIGURE 4:**
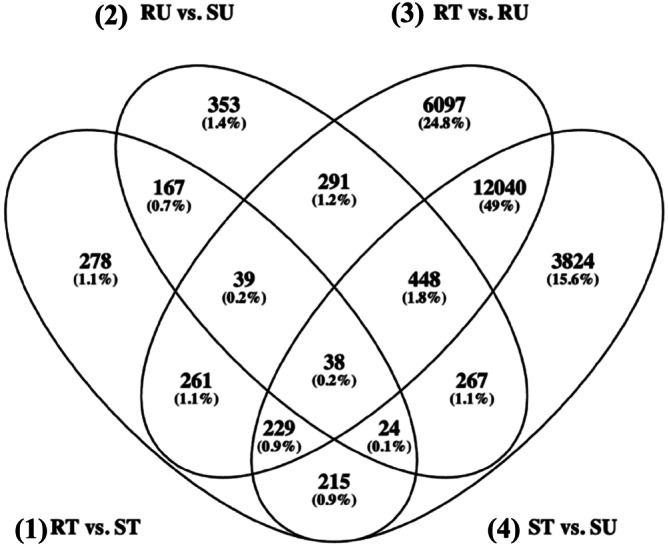
Venn diagram of differentially expressed transcripts from the de novo transcriptome alignment. Overlapping ovals represent differentially expressed transcripts that are shared among contrasts. Transcripts are considered differentially expressed if they have a log2 fold‐change of > 2 or < −2 and an adjusted *p‐*value of < 0.05. The contrasts are represented as follows: **(1)** 501‐treated (RT) versus 511‐treated (ST), **(2)** 501‐untreated (RU) versus 511‐untreated (SU), **(3)** RT versus RU, and **(4)** ST versus SU.

**FIGURE 5:**
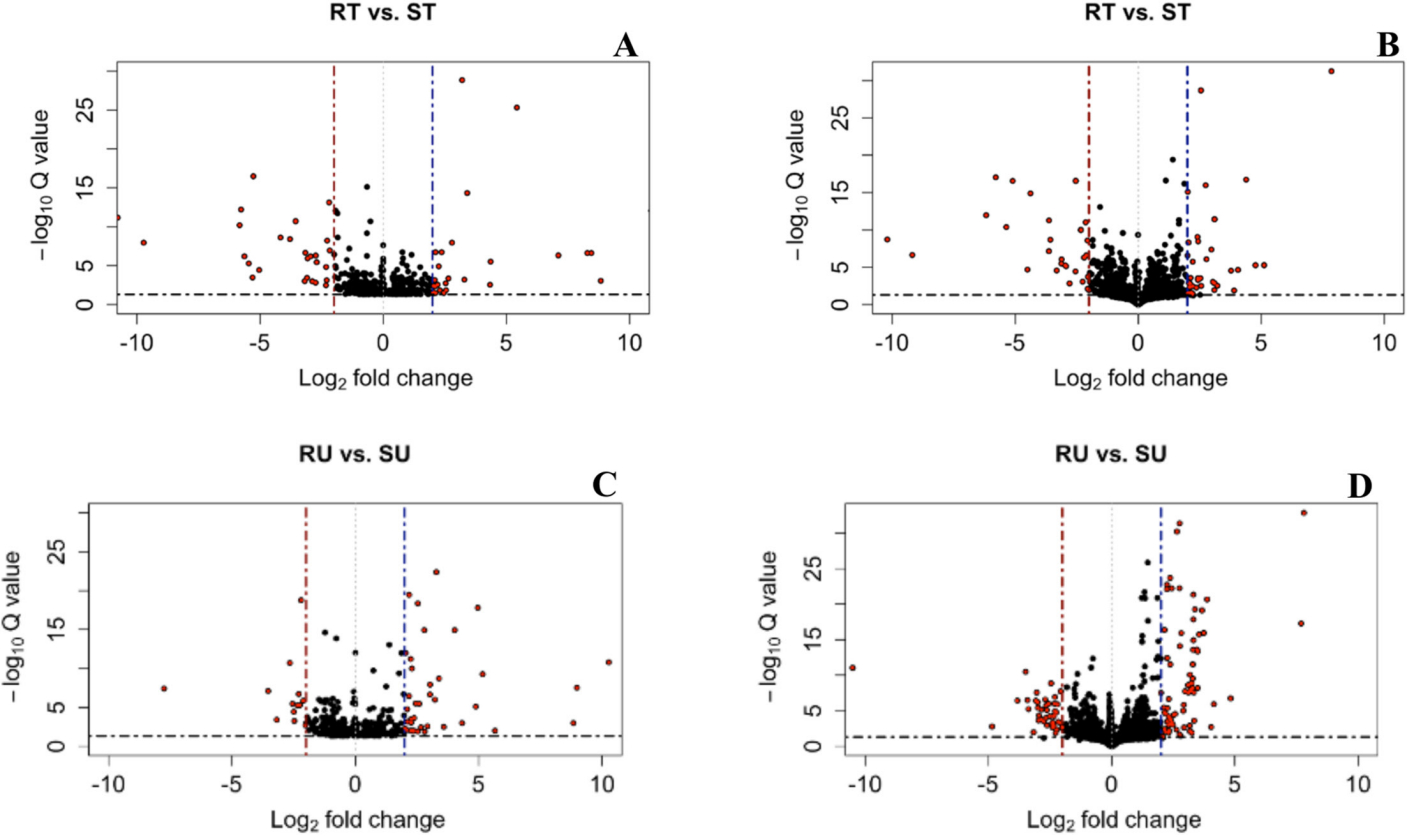
Volcano plots displaying differentially expressed genes for the reference‐based alignment or de novo transcriptome alignment for treated and untreated contrasts between populations 501 and 511. The contrasts displayed are as follows: (A) 501‐treated (RT) versus 511‐treated (ST) for the reference‐based alignment, (B) RT versus ST for the de novo transcriptome alignment, (C) 501‐untreated (RU) versus 511‐untreated (SU) for the reference‐based alignment, and (D) RU versus SU for the de novo transcriptome alignment. Differentially expressed genes are differentiated from other genes by red circles. Dashed lines distinguish differentially expressed genes that are significantly upregulated or downregulated by a log2 fold‐change of > 2 or < −2 and an adjusted *p‐*value of < 0.05.

**FIGURE 6:**
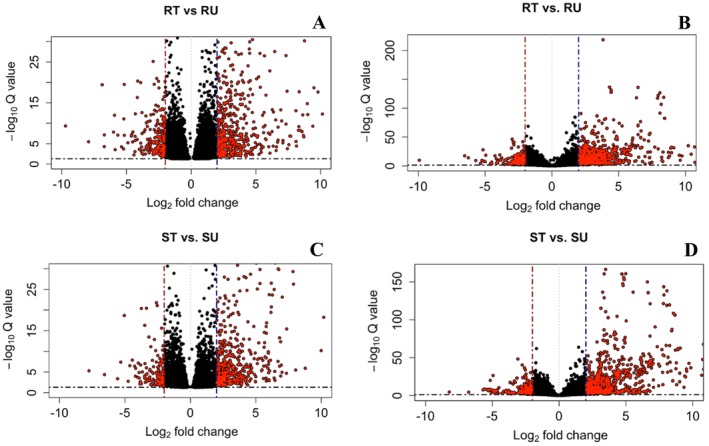
Volcano plots displaying differentially expressed genes for the reference‐based alignment or de novo transcriptome alignment for resistant and susceptible contrasts between populations 501 and 511. The contrasts displayed are as follows: (A) 501‐treated (RT) versus 501‐untreated (RU) for the reference‐based alignment, (B) RT versus RU for the de novo transcriptome alignment, (C) 511‐treated (ST) versus 511‐untreated (SU) for the reference‐based alignment, and (D) ST versus SU for the de novo transcriptome alignment. Differentially expressed genes are differentiated from other genes by red circles. Dashed lines distinguish differentially expressed genes that are significantly upregulated or downregulated by a log2 fold‐change of > 2 or < −2 and an adjusted *p‐*value of < 0.05.

Given the likelihood of a modification at the target site, investigation into potential mutations in critical auxin proteins was carried out using *freebayes* and IGV (Integrative Genomics Viewer) (v1.3.6, Garrison and Marth 2012; Robinson et al. 2011). No mutations were identified in TIR1, AFB1‐6, Aux/IAA1‐29, SAUR36, At3g23880, or ARF1‐8. However, a single nucleotide polymorphism (SNP) in ARF9 was identified in population 501 that caused a leucine to phenylalanine substitution at the protein level (Figures S1 and S2). After locating the ARF9 gene sequence in the smooth pigweed genome, the gene sequence was extracted for each sample. The sequences for each sample for populations 501 and 511 were then aligned to the smooth pigweed genome in IGV (Figures S1 and S2) to ensure that the SNP was unique to the resistant individuals. The exact SNP and location were verified using *freebayes*, and the process was repeated with the de novo transcriptome assembly. When the protein sequences for the 501 samples were aligned to the Arabidopsis genome, the amino acid substitution was further verified to be unique to population 501, with the substitution occurring at position 557 in Arabidopsis, which is predicted to be in the PB1 (Phox and Bem1p) domain.

## 4 Discussion

The results of the absorption, translocation, and metabolism ^14^C studies demonstrated that these NTSR mechanisms do not contribute to MCPA resistance in population 501. The findings of the RNA‐Seq experiment further validate this conclusion. Of the genes that typically contribute to NTSR mechanisms such as ABC‐transporters, cytochrome‐P450 monooxygenases, glucosyltransferases, and glutathione *S*‐transferases, very few were found to be differentially expressed between the two populations. Of these genes, there were two cytochrome P450 genes (cytochrome P450 76ad1 and alkane hydroxylase MAH1) that were differentially expressed. Cytochrome P450 76ad1 is involved in pigment biosynthesis (Sunnadeniya et al. 2016) and was not differentially expressed in treated and untreated contrasts but had significantly lower activity in the resistant and susceptible contrasts. The alkane hydroxylase MAH1 plays a role in maintaining cuticular wax composition by producing secondary alcohols and ketones (Greer et al. 2007) and was not differentially expressed in the untreated and resistant contrasts but had significantly lower activity in the treated contrast and significantly increased activity in the susceptible contrast. Based on our understanding of the functions of these genes, it is not likely that they play a meaningful role in the resistance mechanism and therefore it can be concluded that these NTSR mechanisms do not play a role in conferring MCPA resistance in population 501.

Both a reference‐based approach and a constructed de novo transcriptome were used to identify differentially expressed genes between resistant and susceptible individuals. Smooth pigweed was selected as a reference as it is the most phylogenetically similar *Amaranthus* species, with both smooth pigweed and green pigweed being members of the Hybridus clade (Waselkov et al. 2018). Using a reference‐based approach can be beneficial as transcripts of low abundance can be detected; however, this is only possible if the reference genome is of high quality and accuracy (Martin and Wang 2011). If no reference genome is available, assembling a *de novo* transcriptome is an appropriate solution depending on the availability of the genome of a closely related species. This approach can be beneficial to discover new transcripts not identified in the reference but requires a greater sequencing depth (Benjamin et al. 2014; Martin and Wang 2011). Although not required, both approaches were incorporated to serve as a means of comparison and strengthen the validity of the results.

Given the absence of involvement of major NTSR mechanisms, it was postulated that the mechanism of resistance may be linked to modifications of genes at the target site. To date, there have been at least three reported cases of target site mechanisms conferring resistance to SAHs in weed species (LeClere et al. 2018; de Figueiredo, Küpper, et al. 2022; Ghanizadeh et al. 2024). There were at least four differentially expressed genes that were identified as playing a role in the auxin signaling pathway (Table 3). 

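ACS, SAUR36 and At3g23880 were lower in population 501 than in population 511 over both treatments. The mean difference in log2 CPM within treatments was -2.73 for ACS and -2.27 for SAUR36 in the reference-based alignment. It was -2.61 for ACS and -2.21 for At3g23880 in the de novo alignment. Each of these 4 differences had p = 0.005 in a 2-sided exact permutation test of the population labels within treatments, the smallest p that its 400 assignments allow. For auxin-repressed 12.5 kDa the difference was -0.14, with p = 0.615 in the same exact permutation test. This mean hides opposite directions, since every plant of population 501 lay above every plant of 511 with MCPA and below every plant of 511 without it. The features tested were Ah.12g051890 for ACS and Ah.12g056420 for SAUR36, and the first ORFs of transcripts 499079 for ACS, 433384 for At3g23880 and 613765 for auxin-repressed 12.5 kDa. The identifier printed for SAUR36 in Table 3 is the beginning of 10 identifiers of the file, and Ah.12g056420 is the one whose median counts match Figure 7C. These genes were chosen by the study on the same libraries.

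**Figure D3:**
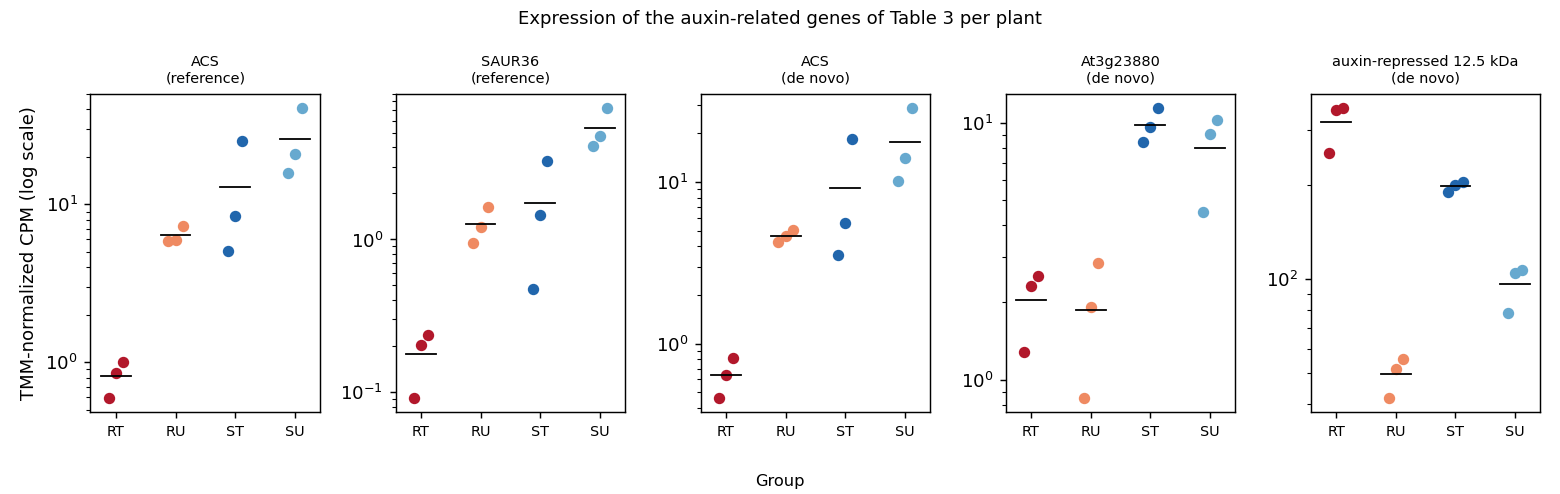
TMM-normalized CPM of the genes of Table 3 in each plant (log scale), by group. Points are plants (n = 3 per group) and lines are means. For ACS in the reference-based alignment, the RT plants lie between 0.594 and 1.01 CPM and the ST plants between 5.08 and 25.2 CPM.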

The first is 1‐aminocyclopropane‐1‐carboxylate synthase (ACS), a key enzyme in the ethylene biosynthesis pathway (Figure 7A,B). ACS is a cytosolic protein and is activated in response to auxin (Khan et al. 2024). Ethylene is important for plant development as it regulates processes such as fruit ripening, senescence, and wounding response (Capitani et al. 1999). ACS catalyzes the conversion of *S*‐adenosylmethionine (SAM) to 1‐aminocyclopropane‐1‐carboxylic acid (ACC) (Liang et al. 1992), which is then converted to ethylene by ACC oxidase (Capitani et al. 1999). The stability and degradation of certain ACS enzymes are regulated by E3 ligases (Khan et al. 2024). ACS is critical for the mode of action of SAHs as increased ethylene biosynthesis is one of the key biochemical changes causing plant death by SAHs (Grossmann 2009). Shortly after the application of SAHs, auxin responsive genes are activated, causing increased transcription of ACS, which converts SAM to ACC, ultimately producing ethylene (Grossmann 2009). This subsequently causes several physiological responses such as leaf epinasty, tissue swelling, and senescence (Grossmann 2009). 

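ACS was lowest in RT in both alignments. In the reference-based alignment its level was 0.818 ± 0.210 CPM (SD, n = 3) in RT, 6.39 ± 0.81 CPM in RU, 12.9 ± 10.8 CPM in ST and 25.8 ± 13.2 CPM in SU. The log2 fold change was -3.98 in the treated contrast (standard error 0.62, adjusted p = 0.0352 from edgeR's quasi-likelihood test) and -2.96 in the resistant contrast (standard error 0.60, adjusted p = 0.00485). ACS thus fell after MCPA in population 501. In population 511 the estimates were also negative in both alignments, but neither a fall nor a rise passed edgeR's test. The log2 fold change there was -0.95 in the de novo alignment (standard error 0.56, adjusted p = 0.251 from edgeR). In the reference-based alignment the adjusted p from edgeR was 0.2025. A difference between the populations in this response was not detected after adjustment. In the reference-based alignment it was -1.96 on the log2 scale (standard error 0.78, adjusted p = 0.736 from edgeR's interaction test). RU was also lower than SU, with a log2 fold change of -2.02 (standard error 0.55) and an adjusted p of 0.233 from edgeR and 0.0157 from DESeq2. The de novo alignment gave a log2 fold change of -3.84 in the treated contrast (standard error 0.65, adjusted p = 0.0579 from edgeR, 7.19e-08 from DESeq2) and -2.85 in the resistant contrast (standard error 0.63, adjusted p = 0.00802). All 3 RT plants were lower than all 3 ST plants and all 3 RU plants (2-sided exact permutation test, p = 0.1 for each, the smallest p that 3 plants against 3 allow). ST S13 had 25.2 CPM against 5.08 and 8.45 CPM in the other ST plants. Without that plant the log2 fold change of the treated contrast was -3.05 in the reference-based alignment, and that of the susceptible contrast was -1.94 with an adjusted p of 0.00943 from edgeR. The call in the treated contrast was lost when any RT plant was left out, with adjusted p from 0.125 to 0.191 in edgeR's test and log2 fold changes of -3.79, -4.15 and -4.01.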

In both the reference‐based alignment and de novo transcriptome alignment, the activity of ACS was significantly lower in the treated contrast and resistant contrast (Table 3). It is possible that if the function of ACS is reduced in resistant treated individuals, then ethylene does not accumulate in a significant concentration to impair plant functions in population 501.

**TABLE 3:** Comparison of differentially expressed genes of interest between reference‐based alignment and de novo transcriptome.

Reference‐based alignment									
Gene name	Gene/transcript ID	RT^a^ vs. ST^b^ LFC^c^	RT vs. ST adj. *p*‐value	RU^d^ vs. SU^e^ LFC	RU vs. SU adj. *p‐*value	RT vs. RU LFC	RT vs. RU adj. *p*‐value	ST vs. SU LFC	ST vs. SU adj. *p*‐value
1‐Aminocyclopropane‐1‐carboxylate synthase	Ah.12g05189	−3.79	3.82e^−9^	−1.64	−0.0148	−2.75	2.89e^−6^	NA	NA
Auxin responsive SAUR36	Ah.12g0564	−2.88	1.01e^−3^	−0.081	−0.0332	−2.41	6.72e^−4^	−1.20	0.0281
De novo transcriptome									
1‐Aminocyclopropane‐1‐carboxylate synthase	499079	−3.63	7.09e^−8^	−1.64	0.0328	−2.62	1.23e^−5^	NA	NA
F‐Box/kelch‐repeat At3g23880	433384	−2.05	1.90e^−4^	−1.72	7.37e^−4^	NA	NA	NA	NA
Auxin‐repressed 12.5 kDa	613765	0.592	0.0155	−0.867	9.62e^−5^	2.64	9.70e^−43^	0.980	9.94e^−7^

^a^ Resistant treated.

^b^ Susceptible treated.

^c^ Log2 fold change.

^d^ Resistant untreated.

^e^ Susceptible untreated.

**FIGURE 7:**
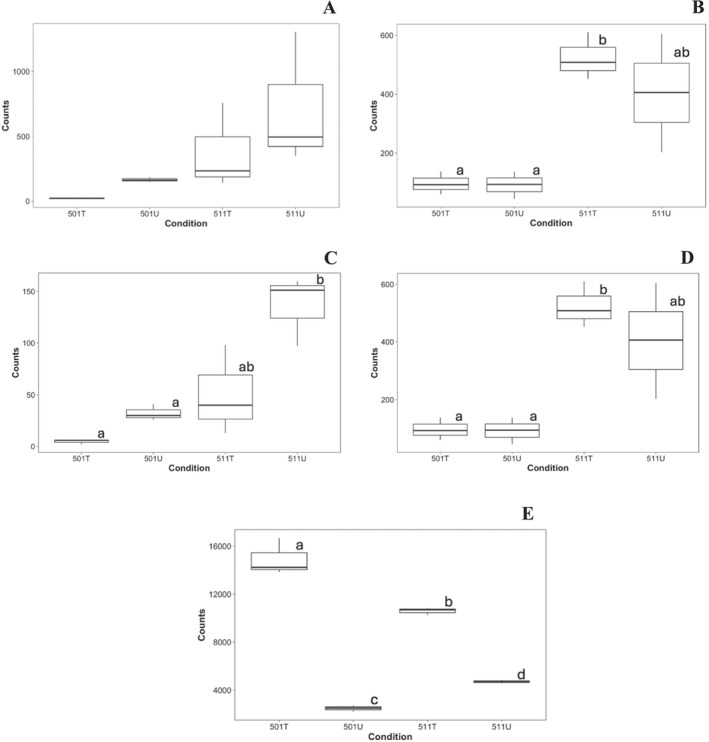
Expression profiles of 1‐aminocyclopropane‐1‐carboxylate synthase (A, reference‐based alignment; B, de novo transcriptome alignment), SAUR36 (C, reference‐based alignment), At3g23880 (D, de novo transcriptome alignment), and auxin‐repressed 12.5 kDa (E, de novo transcriptome alignment) using boxplots based on raw counts. Condition represents the presence or absence of MCPA treatment in population 501 or 511.

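The median raw count of ACS in the reference-based alignment was 22 in RT, 162 in RU, 233 in ST and 493 in SU. In the de novo alignment the medians of the ACS ORF were 33, 224, 299 and 635 in the same order. SAUR36 had medians of 6, 30, 40 and 151 counts, and its RT plants had 2 to 6 counts each. At3g23880 had medians of 93, 94, 508 and 406 counts. Auxin-repressed 12.5 kDa had 14228, 2499, 10682 and 4694 counts. Raw counts are not corrected for the totals of the libraries, and each median is over 3 plants. On raw counts the log2 fold changes of these genes in all 4 contrasts differed from those of normalized counts by less than 1 standard error.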

Another gene of interest is small auxin up mRNA (SAUR) 36 (Figure 7C). SAURs are short‐lived auxin responsive genes that are transcribed following exposure to auxin (both endogenous and exogenous sources) (McClure and Guilfoyle 1987; Hagen and Guilfoyle 2002). SAUR genes have many distinctive functions including cell wall acidification, hypocotyl elongation in soybean, and senescence (Hagen and Guilfoyle 2002; Stortenbeker and Bemer 2019). In Arabidopsis, SAUR36 was significantly upregulated in response to auxin and was found to be a positive regulator of leaf senescence (Hou et al. 2013). SAUR36 has also been identified as a critical gene in seed germination as it mediates the interaction between auxin and gibberellins in developing Arabidopsis seeds (Stamm and Kumar 2013). 

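The level of SAUR36 was 0.178 ± 0.076 CPM (SD, n = 3) in RT, 1.26 ± 0.34 CPM in RU, 1.73 ± 1.41 CPM in ST and 5.36 ± 1.66 CPM in SU. The log2 fold change was -2.77 in the resistant contrast (standard error 0.67, adjusted p = 0.0115 from edgeR's quasi-likelihood test). In the treated contrast it was -3.23 (standard error 0.68), and the adjusted p of 0.115 from edgeR did not pass the threshold, while DESeq2 gave an adjusted p of 0.00106. Every RT plant was lower than every ST plant (2-sided exact permutation test, p = 0.1, the smallest p possible with 3 plants against 3). In the untreated contrast the log2 fold change was -2.09 (standard error 0.60, adjusted p = 0.249 from edgeR), and in the susceptible contrast it was -1.63 (standard error 0.59, adjusted p = 0.0722 from edgeR). DESeq2 gave adjusted p of 0.0358 and 0.0298 for these contrasts. Its log2 fold change in the untreated contrast was -2.08 unshrunken and -0.080 after apeglm shrinkage. Without ST S112, which had 13 counts of SAUR36, the treated contrast passed edgeR's test (adjusted p = 0.0247). Without ST S13, which had 98 counts, the susceptible contrast passed edgeR's test with a log2 fold change of -2.47 (adjusted p = 0.0115).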

Table 3 demonstrates that SAUR36 is not differentially expressed in the untreated or susceptible contrasts but has significantly lower activity in the treated and resistant contrasts (Table 3). This finding could indicate that the reduced activity in SAUR36 in the treated 501 individuals could be preventing leaf senescence in the resistant population but not the susceptible, which could explain the lack of epinasty in 501 immediately following treatment. This is also important because although there has been no demonstrated link between ACS and SAUR36, ethylene production can play an important role in senescence, meaning that a modification at the target site could have multiple downstream effects in the auxin pathway.

At the auxin target site, there are several genes that play a critical role in the mode of action, including TIR1 and its F‐box homologs and Aux/IAA repressor proteins. When auxin is applied, this promotes the interaction of TIR1 or one of the AFB (Auxin‐signaling F‐box) homologs with Aux/IAAs (Tan et al. 2007). This interaction causes the ubiquitination of Aux/IAAs by the 26S proteasome (Sauer et al. 2013). The gene encoding one F‐box protein, identified as At3g23880, was identified as being significantly downregulated in the treated contrast (Table 3, Figure 7D). 

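At3g23880 was lower in population 501 with and without MCPA. It was measured here only on the transcriptome of susceptible tissue, and whether reads of 501 alleles were lost there was not tested. The paper reports that it found no mutation in At3g23880, which was not re-examined here. Its level was 2.04 ± 0.67 CPM (SD, n = 3) in RT and 9.83 ± 1.52 CPM in ST, a log2 fold change of -2.27 (standard error 0.45, adjusted p = 0.107 from edgeR's quasi-likelihood test, 1.94e-04 from DESeq2). Without MCPA it was 1.88 ± 1.00 CPM in RU and 7.96 ± 3.07 CPM in SU, a log2 fold change of -2.09 (standard error 0.45, adjusted p = 0.104 from edgeR, 7.40e-04 from DESeq2). Neither contrast passed edgeR's test, although the plants of the 2 populations did not overlap in either (2-sided exact permutation test, p = 0.1 for each, the smallest p for 3 plants against 3). A response to MCPA was not detected. The log2 fold change was 0.12 in the resistant contrast (standard error 0.44, adjusted p = 0.867 from edgeR) and 0.30 in the susceptible contrast (standard error 0.42, adjusted p = 0.650 from edgeR). Without ST S112 the treated contrast passed edgeR's test, with an adjusted p of 0.0472.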

The function of At3g23880 is not well defined, although it may play a role in plant defense. In pepper ( *Capsicum annuum* ), 2,4‐D repressed the expression of At3g23880, whereas 1‐aminocyclopropane‐1‐carboxylate, gibberellic acid, and IAA induced the expression of this gene (Gómez‐Merino et al. 2020). Although this demonstrates that At3g23880 is responsive to auxin, there has been no direct link to the mode of action of SAHs, and therefore, At3g23880 is likely not critical to the mechanism of resistance. 

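Auxin-repressed 12.5 kDa rose after MCPA in both populations. In population 501 it rose from 49.7 ± 7.1 CPM (SD, n = 3) in RU to 319 ± 56 CPM in RT, a log2 fold change of 2.68 (standard error 0.22, adjusted p = 4.31e-05 from edgeR's quasi-likelihood test). In population 511 it rose from 96.8 ± 16.2 CPM in SU to 199 ± 8 CPM in ST, a log2 fold change of 1.04 (standard error 0.21, adjusted p = 0.00600 from edgeR). The rise was larger in population 501 by 1.64 on the log2 scale (standard error 0.29), and edgeR's interaction test gave an adjusted p of 0.107 over all ORFs. Over the de novo features of Table 3 alone, which the study chose on these libraries, the adjusted p of the interaction from edgeR was 5.47e-04. RU lay below SU by a log2 fold change of -0.96 (adjusted p = 0.102 from edgeR, 9.47e-05 from DESeq2) and RT above ST by 0.68 (adjusted p = 0.284 from edgeR, 0.0155 from DESeq2), so both passed DESeq2's test and neither passed edgeR's. DESeq2 gave an adjusted p of 7.44e-07 for the interaction.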

Another gene of interest, auxin‐repressed 12.5 kDa, had significantly increased activity in the resistant contrast (Table 3, Figure 7E). The function of auxin‐repressed 12.5 kDa in relation to the auxin signaling pathway is not well defined, although it has been linked to stress response, disease tolerance, and the formation of adventitious roots (Jing et al. 2016; Hadjieva et al. 2021; Libao et al. 2019). 

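Over both populations, the mean difference in log2 CPM between treated and untreated plants was 1.86 for auxin-repressed 12.5 kDa and -2.16 for SAUR36. Each had p = 0.005 in a 2-sided exact permutation test of the treatment labels within populations, the smallest p possible. ACS was lower after MCPA, by -2.04 in the reference-based alignment and -1.98 in the de novo alignment, with p = 0.015 for each in the same exact permutation test. For At3g23880 the mean difference was 0.30, with p = 0.375 in the exact permutation test. The study chose these genes on the same libraries, so these tests are not independent evidence.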

Given that several auxin‐related genes are expressed in response to MCPA, this supports the finding that the mechanism of resistance is linked to the target site.

A SNP in ARF9 could be significant for several reasons. First, this mutation is in an ARF gene and ARFs are important transcription factors for the functioning of the auxin pathway. Following the ubiquitination of Aux/IAAs, ARFs are activated and bind to auxin responsive elements (AuxREs) to promote the expression of auxin responsive genes such as ACS, SAUR, and GH3 (Guilfoyle 2007; Kelley and Riechers 2007). ARFs contain three domains: an amino B3‐type DNA‐binding domain, a middle domain that determines whether the ARF is an activator or repressor of transcription, and a carboxy‐terminal dimerization domain (PB1) that is similar to domain III and IV in Aux/IAAs (Ulmasov et al. 1997; Ulmasov et al. 1999; Guilfoyle and Hagen 2007; Korasick et al. 2014). The PB1 domain is the only domain that is auxin responsive, and the interaction between Aux/IAAs and ARFs in this domain is critical to the repression of auxin responsive genes (Tiwari et al. 2003). ARF9 was initially characterized as a transcriptional repressor, with the middle domain being rich in serine, proline, and leucine (Guilfoyle and Hagen 2007; Tiwari et al. 2003). However, ARF9 has been found to interact with many Aux/IAAs and was later classified as acting more as a transcriptional activator (Vernoux et al. 2011). ARF9 has been found to mediate suspensor development during embryogenesis and directly interacts with Aux/IAA10 (Rademacher et al. 2012). ARF9 has also been identified as a negative regulator of cell division during tomato fruit development, with decreased transcript levels linked to increased fruit size (De Jong et al. 2015). To date, no mutations in ARFs have been linked to herbicide resistance in weeds; however, mutations in ARFs characterized as transcriptional activators (ARF 5, 7, and 19) have been found to confer resistance to SAHs (Todd et al. 2020). A modification to ARF9 could impact the interaction with Aux/IAAs, which may alter the mode of action of MCPA.

The interaction between Aux/IAAs and ARFs is facilitated through the presence of a conserved lysine in the N‐terminus and an acidic motif in the C‐terminus in the PB1 domain (Guilfoyle 2015). This promotes the formation of electrostatic and hydrogen bonds between Aux/IAAs and ARFs, allowing for dimerization (Guilfoyle 2015). This specific leucine to phenylalanine substitution occurs on the positive face of ARF9 in α1 of domain III, and Aux/IAAs associate with ARFs through a front‐to‐back configuration (Guilfoyle 2015). How the positive face of ARF9 (where the amino acid substitution occurs) associates with the negative face of PB1 in Aux/IAAs is important, as the amino acid substitution could alter the interaction and prevent dimerization. It is possible that dimerization is an important step in targeting Aux/IAAs for ubiquitination by the 26S proteasome. If dimerization cannot occur or the function is impaired, then this could also prevent the expression of auxin‐responsive genes, as ARF9 acts as a transcription factor to activate the transcription of genes such as ACS, SAUR36, and At3g23880. Given that all three of these genes were significantly downregulated in the resistant treated individuals, this means that their biological processes are not being activated, which allows the plant to survive the herbicide. The actual function of this ARF9 mutation remains to be fully validated but could indicate a novel mechanism of resistance.

## 5 Conclusions

Resistance to MCPA in population 501 is not linked to NTSR mechanisms including altered absorption, translocation, and metabolism. Based on this finding, it is likely that the mechanism of resistance involves modifications in target site genes. The results from the RNA Sequencing study highlighted some unique genes of interest including ACS, SAUR36, and F‐box At3g23880. Given that these genes were all significantly downregulated in the resistant treated population, this indicates that the cascade of events leading to plant death by MCPA is altered, permitting survival in the resistant population. 

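The difference between the treated and the untreated contrast gives the part of the lower expression that depends on MCPA. In edgeR's interaction test this part was -1.96 on the log2 scale for ACS in the reference-based alignment (standard error 0.78, adjusted p = 0.736) and -1.91 in the de novo alignment (standard error 0.82, adjusted p = 0.900). For SAUR36 it was -1.14 (standard error 0.86, adjusted p = 0.953 from edgeR), and for At3g23880 it was -0.18 (standard error 0.61, adjusted p = 1 from edgeR). None of these passed the test after adjustment. For ACS the unadjusted p from edgeR was 0.0303 and 0.0425 in the 2 alignments, and 0.0605 and 0.0637 when adjusted over the features of Table 3 alone. Leaving out 1 plant moved the value for ACS in the reference-based alignment from -2.46 (without SU S116) to -1.03 (without ST S13), and that for SAUR36 from -1.58 (without ST S112) to -0.30 (without ST S13). From the lower expression of ACS, SAUR36 and At3g23880 in treated resistant plants, the paper reasons that the events leading from MCPA to plant death are altered in population 501. It proposes that their expression could be prevented if ARF9 cannot dimerize or its function is impaired.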

Finally, the identification of a SNP in ARF9 could further support that the mechanism of resistance is linked to a modification of the target site. The role of ARF genes in the auxin pathway is significant, as the interaction between Aux/IAAs and ARFs promotes dimerization, a necessary process for ubiquitination of Aux/IAAs. If the interaction between Aux/IAAs and ARF9 is altered due to this mutation, activation of auxin responsive genes such as ACS, SAUR36, and At3g23880 could be subsequently prevented or reduced. Further research must be conducted to fully validate the involvement of this SNP in the functioning of ARF9 and to determine if this SNP has functional significance in the mechanism of MCPA resistance.

## Author Contributions

**Isabelle Aicklen:** conceptualization, methodology, investigation, data collection, data analysis, writing, manuscript revision. **Mithila Jugulam:** conceptualization, methodology, manuscript revision. **Todd Gaines:** conceptualization, methodology, manuscript revision. **William Kramer:** conceptualization, methodology, investigation, data analysis, manuscript revision. **Martin Laforest:** conceptualization, data analysis, manuscript revision. **Darren Robinson:** conceptualization, manuscript revision. **Peter Sikkema:** conceptualization, manuscript revision. **François Tardif:** conceptualization, manuscript revision, supervision.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Peer Review

The peer review history for this article is available in the Supporting Information for this article.

## Supporting information

**Data S1:** Peer Review.

**Figure S1:** Comparison of auxin response factor 9 (ARF9) sequence data between three untreated individuals from population 501 (MCPA‐resistant) and three untreated individuals from population 511 (MCPA‐susceptible) when aligned to the *Amaranthus hybridus* genome. The figure demonstrates a single nucleotide polymorphism conferring a leucine (Leu) to phenylalanine (Phe) substitution at this location in ARF9.

**Figure S2:** Comparison of auxin response factor 9 (ARF9) sequence data between three treated individuals from population 501 (MCPA‐resistant) and three treated individuals from population 511 (MCPA‐susceptible) when aligned to the *Amaranthus hybridus* genome. The figure demonstrates a single nucleotide polymorphism conferring a leucine (Leu) to phenylalanine (Phe) substitution at this location in ARF9.

## Data Availability

The data underlying this article are available in the Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276701 and can be accessed with GEO Accession GSE276701.

## References

[pld370105-bib-0001] Aicklen, I. K. , P. J. Smith , B. Metzger , D. E. Robinson , P. H. Sikkema , and F. J. Tardif . 2024. “Confirmation of Synthetic Auxin Herbicide Resistance in a Green Pigweed (*Amaranthus powellii*) Population From Ontario, Canada.” Weed Science 72: 1–8.

[pld370105-bib-0002] Aicklen, I. K. , N. Soltani , F. J. Tardif , D. E. Robinson , M. Laforest , and P. H. Sikkema . 2022. “Control of Multiple‐Herbicide‐Resistant Green Pigweed (*Amaranthus powellii*) With Preemergence and Postemergence Herbicides in Ontario Soybean Production.” Agronomy 12: 2075.

[pld370105-bib-0003] Aicklen, I. K. , N. Soltani , F. J. Tardif , D. E. Robinson , and P. H. Sikkema . 2022. “Control of Multiple‐Herbicide‐Resistant Green Pigweed (*Amaranthus powellii*) With Preemergence and Postemergence Herbicides in Ontario Corn Production.” Journal of Agricultural Science 14: 1.

[pld370105-bib-0004] Altschul, S. F. , W. Gish , W. Miller , E. W. Myers , and D. J. Lipman . 1990. “Basic Local Alignment Search Tool.” Journal of Molecular Biology 215: 403–410.2231712 10.1016/S0022-2836(05)80360-2

[pld370105-bib-0005] Benjamin, A. M. , M. Nichols , T. W. Burke , G. S. Ginsburg , and J. E. Lucas . 2014. “Comparing Reference‐Based RNA‐Seq Mapping Methods for Non‐Human Primate Data.” BMC Genomics 15: 1–14.25001289 10.1186/1471-2164-15-570PMC4112205

[pld370105-bib-0006] Bernards, M. L. , R. J. Crespo , G. R. Kruger , R. Gaussoin , and P. J. Tranel . 2012. “A Waterhemp (*Amaranthus tuberculatus*) Population Resistant to 2,4‐D.” Weed Science 60: 379–384.

[pld370105-bib-0007] Blum, M. , H. Y. Chang , S. Chuguransky , et al. 2020. “The InterPro Protein Families and Domains Database: 20 Years On.” Nucleic Acids Research 49: D344–D354.10.1093/nar/gkaa977PMC777892833156333

[pld370105-bib-0008] Busi, R. , D. E. Goggin , I. M. Heap , et al. 2018. “Weed Resistance to Synthetic Auxin Herbicides.” Pest Management Science 74: 2265–2276.29235732 10.1002/ps.4823PMC6175398

[pld370105-bib-0009] Camacho, C. , G. Coulouris , V. Avagyan , et al. 2009. “BLAST+: Architecture and Applications.” BMC Bioinformatics 10: 1–9.20003500 10.1186/1471-2105-10-421PMC2803857

[pld370105-bib-0010] Capitani, G. , E. Hohenester , L. Feng , P. Storici , J. F. Kirsch , and J. N. Jansonius . 1999. “Structure of 1‐Aminocyclopropane‐1‐Carboxylate Synthase, a Key Enzyme in the Biosynthesis of the Plant Hormone Ethylene.” Journal of Molecular Biology 294: 745–756.10610793 10.1006/jmbi.1999.3255

[pld370105-bib-0011] Chen, S. 2023. “Ultrafast One‐Pass FASTQ Data Preprocessing, Quality Control, and Deduplication Using Fastp.” iMeta 2: e107.38868435 10.1002/imt2.107PMC10989850

[pld370105-bib-0012] Chen, S. , Y. Zhou , Y. Chen , and J. Gu . 2018. “Fastp: An Ultra‐Fast All‐in‐One FASTQ Preprocessor.” Bioinformatics 34: i884–i890.30423086 10.1093/bioinformatics/bty560PMC6129281

[pld370105-bib-0013] Chiu, L. W. , M. J. Heckert , Y. You , et al. 2018. “Members of the GH3 Family of Proteins Conjugate 2,4‐D and Dicamba With Aspartate and Glutamate.” Plant and Cell Physiology 59: 2366–2380.30101323 10.1093/pcp/pcy160

[pld370105-bib-0014] Cobb, A. H. , and J. P. Reade , eds. 2011. Herbicides and Plant Physiology. 2nd ed, 286. John Wiley & Sons.

[pld370105-bib-0015] Crespo, R. J. , A. B. Wingeyer , G. R. Kruger , C. W. Riggins , P. J. Tranel , and M. L. Bernards . 2017. “Multiple‐Herbicide Resistance in a 2,4‐D–Resistant Waterhemp (*Amaranthus tuberculatus*) Population From Nebraska.” Weed Science 65: 743–754.

[pld370105-bib-0016] Danecek, P. , J. K. Bonfield , J. Liddle , et al. 2021. “Twelve Years of SAMtools and BCFtools.” GigaScience 10: giab008.33590861 10.1093/gigascience/giab008PMC7931819

[pld370105-bib-0017] de Figueiredo, M. R. , H. Barnes , C. M. Boot , et al. 2022. “Identification of a Novel 2,4‐D Metabolic Detoxification Pathway in 2,4‐D‐Resistant Waterhemp (*Amaranthus tuberculatus*).” Journal of Agricultural and Food Chemistry 70: 15380–15389.36453610 10.1021/acs.jafc.2c05908

[pld370105-bib-0018] de Figueiredo, M. R. A. , A. Küpper , J. M. Malone , et al. 2022. “An In‐Frame Deletion Mutation in the Degron Tail of Auxin Coreceptor IAA2 Confers Resistance to the Herbicide 2,4‐D in *Sisymbrium orientale* .” Proc Nat Acad Sci 119: e2105819119.35217601 10.1073/pnas.2105819119PMC8892348

[pld370105-bib-0019] de Figueiredo, M. R. A. , L. J. Leibhart , Z. J. Reicher , et al. 2018. “Metabolism of 2,4‐Dichlorophenoxyacetic Acid Contributes to Resistance in a Common Waterhemp (*Amaranthus tuberculatus*) Population.” Pest Management Science 74: 2356–2362.29194949 10.1002/ps.4811

[pld370105-bib-0020] De Jong, M. , M. Wolters‐Arts , B. C. Schimmel , et al. 2015. “ *Solanum lycopersicum* Auxin Response Factor 9 Regulates Cell Division Activity During Early Tomato Fruit Development.” Journal of Experimental Botany 66: 3405–3416.25883382 10.1093/jxb/erv152PMC4449553

[pld370105-bib-0021] Dellaferrera, I. , E. Cortés , E. Panigo , R. De Prado , P. Christoffoleti , and M. Perreta . 2018. “First Report of *Amaranthus hybridus* With Multiple Resistance to 2,4‐D, Dicamba, and Glyphosate.” Agronomy 8: 140.

[pld370105-bib-0022] Délye, C. , M. Jasieniuk , and V. Le Corre . 2013. “Deciphering the Evolution of Herbicide Resistance in Weeds.” Trends in Genetics 29: 649–658.23830583 10.1016/j.tig.2013.06.001

[pld370105-bib-0023] Dharmasiri, N. , S. Dharmasiri , and M. Estelle . 2005. “The F‐Box Protein TIR1 Is an Auxin Receptor.” Nature 435: 441–445.15917797 10.1038/nature03543

[pld370105-bib-0024] Diebold, R. S. , K. E. McNaughton , E. A. Lee , and F. J. Tardif . 2003. “Multiple Resistance to Imazethapyr and Atrazine in Powell Amaranth (*Amaranthus powellii*).” Weed Science 51: 312–318.

[pld370105-bib-0025] Dobin, A. , and T. R. Gingeras . 2015. “Mapping RNA‐Seq Reads With STAR.” Current Protocols in Bioinformatics 51: 11–14.10.1002/0471250953.bi1114s51PMC463105126334920

[pld370105-bib-0026] Ellis, C. M. , P. Nagpal , J. C. Young , G. Hagen , T. J. Guilfoyle , and J. W. Reed . 2005. “Auxin Response Factor1 and Auxin Response Factor2 Regulate Senescence and Floral Organ Abscission in *Arabidopsis thaliana* .” Development 132: 4563–4574.16176952 10.1242/dev.02012

[pld370105-bib-0027] Evans, C. M. , S. A. Strom , D. E. Riecher , A. S. Davis , P. J. Tranel , and A. G. Hager . 2019. “Characterization of A Waterhemp (*Amaranthus tuberculatus*) Population From Illinois Resistant to Herbicides From Five Site‐of‐Action Groups.” Weed Technology 33: 400–410.

[pld370105-bib-0028] Ferguson, G. , A. Hamill , and F. Tardif . 2001. “ALS Inhibitor Resistance in Populations of Powell Amaranth and Redroot Pigweed.” Weed Science 49: 448–453.

[pld370105-bib-0029] Feung, C. S. , R. H. Hamilton , and R. O. Mumma . 1975. “Metabolism of 2,4‐Dichlorophenoxyacetic Acid. VII. Comparison of Metabolites From Five Species of Plant Callus Tissue Cultures.” Journal of Agricultural and Food Chemistry 23: 373–376.1150979 10.1021/jf60199a065

[pld370105-bib-0030] Fu, L. , B. Niu , Z. Zhu , S. Wu , and W. Li . 2012. “CD‐HIT: Accelerated for Clustering the Next‐Generation Sequencing Data.” Bioinformatics 28: 3150–3152.23060610 10.1093/bioinformatics/bts565PMC3516142

[pld370105-bib-0031] Gaines, T. A. , S. O. Duke , S. Morran , et al. 2020. “Mechanisms of Evolved Herbicide Resistance.” Journal of Biological Chemistry 295: 10307–10330.32430396 10.1074/jbc.REV120.013572PMC7383398

[pld370105-bib-0032] Garrison, E. , and G. Marth . 2012. “Haplotype‐Based Variant Detection From Short‐Read Sequencing.” arXiv Preprint arXiv:1207.3907.

[pld370105-bib-0033] Ghanizadeh, H. , L. He , A. G. Griffiths , et al. 2024. “A novel Mutation in IAA16 Is Associated With Dicamba Resistance in *Chenopodium album* .” Pest Management Science 80: 3675–3683.38459963 10.1002/ps.8071

[pld370105-bib-0034] Gómez‐Merino, F. C. , L. I. Trejo‐Téllez , A. García‐Jiménez , H. F. Escobar‐Sepúlveda , and S. M. Ramírez‐Olvera . 2020. “Silicon Flow From Root to Shoot in Pepper: A Comprehensive In Silico Analysis Reveals a Potential Linkage Between Gene Expression and Hormone Signaling That Stimulates Plant Growth and Metabolism.” PeerJ 8: e10053.33194376 10.7717/peerj.10053PMC7648454

[pld370105-bib-0035] Gray, W. M. , S. Kepinski , D. Rouse , O. Leyser , and M. Estelle . 2001. “Auxin Regulates SCFTIR1‐Dependent Degradation of AUX/IAA Proteins.” Nature 414: 271–276.11713520 10.1038/35104500

[pld370105-bib-0036] Greer, S. , M. Wen , D. Bird , et al. 2007. “The Cytochrome P450 Enzyme CYP96A15 Is the Midchain Alkane Hydroxylase Responsible for Formation of Secondary Alcohols and Ketones in Stem Cuticular Wax of Arabidopsis.” Plant Physiology 145: 653–667.17905869 10.1104/pp.107.107300PMC2048791

[pld370105-bib-0037] Grossmann, K. 2009. “Auxin Herbicides: Current Status of Mechanism and Mode of Action.” Pest Management Science 66: 113–120.10.1002/ps.186019823992

[pld370105-bib-0038] Guilfoyle, T. J. 2007. “Sticking with auxin.” Nature 446: 621–622.17410164 10.1038/446621a

[pld370105-bib-0039] Guilfoyle, T. J. 2015. “The PB1 Domain in Auxin Response Factor and Aux/IAA Proteins: A Versatile Protein Interaction Module in the Auxin Response.” Plant Cell 27: 33–43.25604444 10.1105/tpc.114.132753PMC4330575

[pld370105-bib-0040] Guilfoyle, T. J. , and G. Hagen . 2007. “Auxin Response Factors.” Journal of Plant Growth Regulation 20: 453–460.10.1016/j.pbi.2007.08.01417900969

[pld370105-bib-0041] Hadjieva, N. , E. Apostolova , V. Baev , G. Yahubyan , and M. Gozmanova . 2021. “Transcriptome Analysis Reveals Dynamic Cultivar‐Dependent Patterns of Gene Expression in Potato Spindle Tuber Viroid‐Infected Pepper.” Plants 10: 2687.34961158 10.3390/plants10122687PMC8706270

[pld370105-bib-0042] Hagen, G. , and T. Guilfoyle . 2002. “Auxin‐Responsive Gene Expression: Genes, Promoters and Regulatory Factors.” Plant Molecular Biology 49: 373–385.12036261

[pld370105-bib-0043] Heap, I. 2025. “The International Herbicide‐Resistant Weed Database.” https://www.weedscience.org/Home.aspx.

[pld370105-bib-0044] Herbicide Resistance Action Committee . 2024. “2024 HRAC Global Herbicide MOA Classification.” https://hracglobal.com/tools/2024‐hrac‐global‐herbicide‐moa‐classification.

[pld370105-bib-0045] Hou, K. , W. Wu , and S. S. Gan . 2013. “SAUR36, a Small Auxin Up RNA gene, Is Involved in the Promotion of Leaf Senescence in Arabidopsis.” Plant Physiology 161: 1002–1009.23250625 10.1104/pp.112.212787PMC3560998

[pld370105-bib-0046] Jing, D. , J. Zhang , Y. Xia , et al. 2016. “Proteomic Analysis of Stress‐Related Proteins and Metabolic Pathways in *Picea asperata* Somatic Embryos During Partial Desiccation.” Plant Biotechnology Journal 15: 27–38.27271942 10.1111/pbi.12588PMC5253475

[pld370105-bib-0047] Jones, P. , D. Binns , H.‐Y. Chang , et al. 2014. “InterProScan 5: Genome‐Scale Protein Function Classification.” Bioinformatics 30: 1236–1240.24451626 10.1093/bioinformatics/btu031PMC3998142

[pld370105-bib-0048] Jugulam, M. , N. DiMeo , L. J. Veldhuis , M. Walsh , and J. C. Hall . 2013. “Investigation of MCPA (4‐Chloro2‐Ethylphenoxyacetate) Resistance in Wild Radish (*Raphanus raphanistrum* L.).” Journal of Agricultural and Food Chemistry 61: 12516–12521.24299071 10.1021/jf404095h

[pld370105-bib-0049] Jugulam, M. , J. C. Hall , W. G. Johnson , K. B. Kelley , and D. E. Riechers . 2011. “Evolution of Resistance to Auxinic Herbicides: Historical Perspectives, Mechanisms of Resistance, and Implications for Broadleaf Weed Management in Agronomic Crops.” Weed Science 59: 445–457.

[pld370105-bib-0050] Kelley, K. B. , and D. E. Riechers . 2007. “Recent Developments in Auxin Biology and New Opportunities for Auxinic Herbicide Research.” Pesticide Biochemistry and Physiology 89, no. 1: 1–11.

[pld370105-bib-0051] Kepinski, S. , and O. Leyser . 2005. “The *Arabidopsis* F‐Box Protein TIR1 Is an Auxin Receptor.” Nature 435: 446–451.15917798 10.1038/nature03542

[pld370105-bib-0052] Khan, S. , A. F. Alvi , S. Saify , N. Iqbal , and N. A. Khan . 2024. “The Ethylene Biosynthetic Enzymes, 1‐Aminocyclopropane‐1‐Carboxylate (ACC) Synthase (ACS) and ACC Oxidase (ACO): The Less Explored Players in Abiotic Stress Tolerance.” Biomolecules 14: 90.38254690 10.3390/biom14010090PMC10813531

[pld370105-bib-0053] Kniss, A. R. , J. D. Vassios , S. J. Nissen , and C. Ritz . 2011. “Nonlinear Regression Analysis of Herbicide Absorption Studies.” Weed Science 59: 601–610.

[pld370105-bib-0054] Korasick, D. A. , C. S. Westfall , S. G. Lee , et al. 2014. “Molecular Basis for Auxin Response Factor Protein Interaction and the Control of Auxin Response Repression.” Proceedings of the National Academy of Sciences of the United States of America 111: 5427–5432.24706860 10.1073/pnas.1400074111PMC3986151

[pld370105-bib-0055] Langmead, B. , and S. Salzberg . 2012. “Fast Gapped‐Read Alignment With Bowtie 2.” Nature Methods 9: 357–359.22388286 10.1038/nmeth.1923PMC3322381

[pld370105-bib-0056] LeClere, S. , C. Wu , P. Westra , and R. D. Sammons . 2018. “Cross‐Resistance to Dicamba, 2,4‐D, and Fluroxypyr in *Kochia scoparia* Is Endowed by a Mutation in an AUX/IAA Gene.” Proceedings of the National Academy of Sciences 115: E2911–E2920.10.1073/pnas.1712372115PMC587965529531066

[pld370105-bib-0057] Li, W. , and A. Godzik . 2006. “Cd‐Hit: A Fast Program for Clustering and Comparing Large Sets of Protein or Nucleotide Sequences.” Bioinformatics 22: 1658–1659.16731699 10.1093/bioinformatics/btl158

[pld370105-bib-0058] Liang, X. , S. Abel , J. A. Keller , N. F. Shen , and A. Theologis . 1992. “The 1‐Aminocyclopropane‐1‐Carboxylate Synthase Gene Family of *Arabidopsis thaliana* .” Proc Nat Acad Sci 89: 11046–11050.1438312 10.1073/pnas.89.22.11046PMC50480

[pld370105-bib-0059] Liao, Y. , G. K. Smyth , and W. Shi . 2014. “Featurecounts: An Efficient General Purpose Program for Assigning Sequence Reads to Genomic Features.” Bioinformatics 30: 923–930.24227677 10.1093/bioinformatics/btt656

[pld370105-bib-0060] Libao, C. , H. Yuyan , L. Huiying , J. Runzhi , and L. Shuyan . 2019. “Transcriptomic Analysis Reveals Ethylene's Regulation Involved in Adventitious Roots Formation in Lotus (*Nelumbo nucifera* Gaertn.).” Acta Physiologiae Plantarum 41: 1–13.

[pld370105-bib-0061] Love, M. I. , W. Huber , and S. Anders . 2014. “Moderated Estimation of Fold Change and Dispersion for RNA‐Seq Data With DESeq2.” Genome Biology 15: 550.25516281 10.1186/s13059-014-0550-8PMC4302049

[pld370105-bib-0062] Martin, J. A. , and Z. Wang . 2011. “Next‐Generation Transcriptome Assembly.” Nature Reviews. Genetics 12: 671–682.10.1038/nrg306821897427

[pld370105-bib-0063] McClure, B. A. , and T. Guilfoyle . 1987. “Characterization of A Class of Small Auxin‐Inducible Soybean Polyadenylated RNAs.” Plant Molecular Biology 9: 611–623.24277197 10.1007/BF00020537

[pld370105-bib-0064] Montgomery, J. S. , D. Giacomini , B. Waithaka , et al. 2020. “Draft Genomes of *Amaranthus tuberculatus*, *Amaranthus hybridus*, and *Amaranthus palmeri* .” Genome Biology and Evolution 12: 1988–1993.32835372 10.1093/gbe/evaa177PMC7643611

[pld370105-bib-0065] Oliveros, J. C. 2007–2015. “Venny. An Interactive Tool for Comparing Lists With Venn's Diagrams.” https://bioinfogp.cnb.csic.es/tools/venny/index.html.

[pld370105-bib-0066] Palma‐Bautista, C. , A. M. Rojano‐Delgado , I. Dellaferrera , et al. 2020. “Resistance Mechanisms to 2,4‐D in Six Different Dicotyledonous Weeds Around the World.” Agronomy 10: 566.

[pld370105-bib-0067] Peterson, M. A. , S. A. McMaster , D. E. Riechers , J. Skelton , and P. W. Stahlman . 2016. “2,4‐D Past, Present, and Future: A Review.” Weed Technology 30: 303–345.

[pld370105-bib-0068] Powles, S. B. , and Q. Yu . 2010. “Evolution in Action: Plants Resistant to Herbicides.” Annual Review of Plant Biology 61: 317–347.10.1146/annurev-arplant-042809-11211920192743

[pld370105-bib-0069] R Core Team . 2024. R: A Language and Environment for Statistical Computing. R Foundation for Statistical Computing. https://www.R‐project.org/.

[pld370105-bib-0070] Rademacher, E. H. , A. S. Lokerse , A. Schlereth , et al. 2012. “Different Auxin Response Machineries Control Distinct Cell Fates in the Early Plant Embryo.” Developmental Cell 22: 211–222.22264733 10.1016/j.devcel.2011.10.026

[pld370105-bib-0071] Robinson, J. T. , H. Thorvaldsdóttir , W. Winckler , et al. 2011. “Integrative Genomics Viewer.” Nature Biotechnology 29: 24–26.10.1038/nbt.1754PMC334618221221095

[pld370105-bib-0072] Sauer, M. , S. Robert , and J. Kleine‐Vehn . 2013. “Auxin: Simply Complicated.” Journal of Experimental Botany 64: 2565–2577.23669571 10.1093/jxb/ert139

[pld370105-bib-0073] Shergill, L. S. , B. R. Barlow , M. D. Bish , and K. W. Bradley . 2018. “Investigations of 2,4‐D and Multiple Herbicide Resistance in a Missouri Waterhemp (*Amaranthus tuberculatus*) Population.” Weed Science 66: 386–394.

[pld370105-bib-0074] Shergill, L. S. , M. D. Bish , M. Jugulam , and K. W. Bradley . 2018. “Molecular and Physiological Characterization of Six‐Way Resistance in an *Amaranthus tuberculatus* var. *rudis* Biotype From Missouri.” Pest Management Science 74: 2688–2698.29797476 10.1002/ps.5082

[pld370105-bib-0075] Shyam, C. , D. E. Peterson , and M. Jugulam . 2022. “Resistance to 2,4‐D in Palmer Amaranth (*Amaranthus palmeri*) From Kansas Is Mediated by Enhanced Metabolism.” Weed Science 70: 390–400.

[pld370105-bib-0076] Singh, R. , F. J. Tardif , and M. Jugulam . 2023. “Characterization of MCPA Resistance in Palmer Amaranth (*Amaranthus palmeri*).” Weed Science 71: 565–573.

[pld370105-bib-0077] Stamm, P. , and P. P. Kumar . 2013. “Auxin and Gibberellin Responsive *Arabidopsis* Small Auxin UP RNA36 Regulates Hypocotyl Elongation in the Light.” Plant Cell Reports 32: 759–769.23503980 10.1007/s00299-013-1406-5

[pld370105-bib-0078] Staswick, P. E. , B. Serban , M. Rowe , et al. 2005. “Characterization of an *Arabidopsis* Enzyme Family That Conjugates Amino Acids to Indole‐3‐Acetic Acid.” Plant Cell 17: 616–627.15659623 10.1105/tpc.104.026690PMC548830

[pld370105-bib-0079] Sterling, T. M. , and J. C. Hall . 1997. “Mechanism of Action of Natural Auxins and the Auxinic Herbicides.” In Herbicide Activity: Toxicology, Biochemistry and Molecular Biology, edited by R. M. Roe , J. D. Burton , and R. J. Kuhr , 111–141. IOS Press.

[pld370105-bib-0080] Stortenbeker, N. , and M. Bemer . 2019. “The SAUR Gene Family: The Plant's Toolbox for Adaptation of Growth and Development.” Journal of Experimental Botany 70: 17–27.30239806 10.1093/jxb/ery332

[pld370105-bib-0081] Sunnadeniya, R. , A. Bean , M. Brown , et al. 2016. “Tyrosine Hydroxylation in Betalain Pigment Biosynthesis Is Performed by Cytochrome P450 Enzymes in Beets (*Beta vulgaris*).” PLoS ONE 11: e0149417.26890886 10.1371/journal.pone.0149417PMC4758722

[pld370105-bib-0082] Tan, X. , L. I. A. Calderon‐Villalobos , M. Sharon , et al. 2007. “Mechanism of Auxin Perception by the TIR1 Ubiquitin Ligase.” Nature 446: 640–645.17410169 10.1038/nature05731

[pld370105-bib-0083] Tiwari, S. B. , G. Hagen , and T. Guilfoyle . 2003. “The Roles of Auxin Response Factor Domains in Auxin‐Responsive Transcription.” Plant Cell 15: 533–543.12566590 10.1105/tpc.008417PMC141219

[pld370105-bib-0084] Todd, O. E. , M. R. A. Figueiredo , S. Morran , et al. 2020. “Synthetic Auxin Herbicides: Finding the Lock and Key to Weed Resistance.” Plant Science 300: 10631.10.1016/j.plantsci.2020.11063133180710

[pld370105-bib-0085] Torra, J. , R. Alcántara‐de la Cruz , M. R. A. de Figueiredo , et al. 2024. “Metabolism of 2,4‐D in Plants: Comparative Analysis of Metabolic Detoxification Pathways in Tolerant Crops and Resistant Weeds.” Pest Management Science 80: 6041–6052. 10.1002/ps.8373.39132883

[pld370105-bib-0086] Ulmasov, T. , G. Hagen , and T. J. Guilfoyle . 1997. “ARF1, a Transcription Factor That Binds to Auxin Response Elements.” Science 276: 1865–1868.9188533 10.1126/science.276.5320.1865

[pld370105-bib-0087] Ulmasov, T. , G. Hagen , and T. J. Guilfoyle . 1999. “Activation and Repression of Transcription by Auxin‐Response Factors.” Proc Nat Acad Sci 96: 5844–5849.10318972 10.1073/pnas.96.10.5844PMC21948

[pld370105-bib-0088] Uva, R. H. , J. C. Neal , and J. M. DiTomaso . 1997. “Pigweeds.” In Weeds of the Northeast, 94–97. Cornell University Press.

[pld370105-bib-0089] Vernoux, T. , G. Brunoud , E. Farcot , et al. 2011. “The Auxin Signalling Network Translates Dynamic Input Into Robust Patterning at the Shoot Apex.” Molecular Systems Biology 7: 508.21734647 10.1038/msb.2011.39PMC3167386

[pld370105-bib-0090] Waselkov, K. E. , A. S. Boleda , and K. M. Olsen . 2018. “A Phylogeny of the Genus *Amaranthus* (*Amaranthaceae*) Based on Several Low‐Copy Nuclear Loci and Chloroplast Regions.” Systematic Botany 43: 439–458.

[pld370105-bib-0091] Weaver, S. E. , and E. L. McWilliams . 1980. “The Biology of Canadian Weeds. 44. *Amaranthus retroflexus* L., *A. powellii* S. Wats. and *A. hybridus* L.” Canadian Journal of Plant Science 60: 1215–1234.

[pld370105-bib-0092] Weinberg, T. , G. R. Stephenson , M. D. McLean , and J. C. Hall . 2006. “MCPA (4‐Chloro‐2‐Ethylphenoxyacetate) Resistance in Hemp‐Nettle (*Galeopsis tetrahit* L.).” Journal of Agricultural and Food Chemistry 54: 9126–9134.17117800 10.1021/jf061803u

[pld370105-bib-0093] Woodward, A. W. , and B. Bartel . 2005. “Auxin: Regulation, Action, and Interaction.” Annals of Botany 95: 707–735.15749753 10.1093/aob/mci083PMC4246732

How the deposited data were processed for this re-analysis (not part of the article)

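Leaf RNA of 12 plants of green pigweed was sequenced, 3 plants in each of the groups RT, RU, ST and SU. Population 501 is resistant and population 511 susceptible to MCPA, and treated plants received 1225 g a.e. per ha of MCPA 6 h before sampling. The groups were taken from the sample labels, the study's design and its methods. A long-read library of mixed susceptible leaf tissue, from which the authors built the transcriptome, was not analysed here.

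The authors trimmed the reads with fastp 0.23.4. For the reference-based alignment, the authors aligned them with STAR 2.7.4a to the smooth pigweed genome, and the deposited values are raw counts per gene model, with no normalization. The paper's text does not name the tool that counted these reads. For the de novo alignment, the authors clustered long reads with CD-HIT 4.8.1, aligned the short reads with Bowtie 2 2.5.2, converted the alignments with samtools 1.19 and summarized them with featureCounts of Subread 2.0.6. The authors translated the transcripts with TransDecoder 5.7.1 for annotation. The deposited values are raw counts, 1 for each ORF, with no normalization, and the paper's text does not name the unit over which reads were counted. Strand and multi-mapping settings are not given in the sources used here, so how reads shared by near-identical genes were counted is not known.

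Of the de novo file, 58227 ORFs lie on 37218 transcripts, and 14644 transcripts carry more than 1 ORF, up to 12. In all 14644 the ORFs of a transcript held identical counts in every library, with no tolerance. The other 21009 ORFs, 36.1% of the total, repeat the values of the first ORF of their transcript, so a value is read as a count of the transcript. Counts of ORFs are therefore given with the number of transcripts where they are small.

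Total counts per library were 22629698 to 29999982 in the reference-based alignment and 42210062 to 57882380 in the de novo alignment. Where all libraries of a group had a count of 0, the fold is a lower bound against a floor of 3 counts in each library of that group, which covers counting error only. Levels are CPM after TMM normalization, as mean and SD over 3 plants.

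Both count tables were analysed in R 4.3.3 with edgeR 4.0.16. Features were filtered with filterByExpr (a minimum count of 10 and a minimum total of 15), normalized by TMM, and fitted with 1 mean per group by glmQLFit with robust estimation over all 12 libraries. The 4 contrasts of the study (RT vs ST, RU vs SU, RT vs RU, ST vs SU) and their interaction, (RT vs RU) minus (ST vs SU), were tested with glmQLFTest and adjusted by Benjamini-Hochberg. The limits for differential expression were an adjusted p under 0.05 and a log2 fold change above 2 or below -2, and the interaction had no fold limit. Principal components and correlations used log2 CPM with a prior count of 2. DESeq2 1.42.0 with apeglm 1.24.0, the study's stated tools, served as an alternative.

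The comparisons, the tests and the alternatives were fixed before the data were examined, except those named in the closing section as chosen afterwards. The alternatives were RLE normalization, no filter and a stricter filter (at least 10 counts in every library of a group), only the 6 libraries of the groups compared, leaving out each plant in turn, no fold limit, an unadjusted p with the fold limit, DESeq2 with and without shrinkage, and, for the genes of Table 3, counts as deposited. The exact permutation tests of Table 3 genes within strata were added after the values were seen.

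The features named in the text were the genes of Table 3, whose values in the paper had been seen, and, in each contrast, at most the 2 features with the highest and the 2 with the lowest log2 fold change among those with an adjusted p under 0.05 whose groups did not overlap. Chance alone keeps 3 plants apart from 3 in 10% of features. The 2 gene models called in the interaction were named as well, after their values were seen, and the 37 ORFs called in it are given as a count. A further 26 lists of genes by function, written before the data were examined, could not be tested because the files do not pair identifiers with gene names. For the same reason cytochrome P450 76AD1, MAH1 and ARF9 were not analysed here.

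Simulated counts had the means and library sizes of these libraries, with 200 features changed in RT and 200 others in SU. The test was run on a single such set for each alignment. In the treated contrast of the reference-based alignment, tested on 16304 gene models, it recovered 92.5% of features changed 8-fold and 23.9% of those changed 2-fold, and 3.38% of its calls were false. In the interaction, counted on the features changed in RT, it recovered 86.6% of 8-fold and 11.9% of 2-fold changes. In the treated contrast of the de novo alignment, on 57450 ORFs, it recovered 95.5% of 8-fold and 10.4% of 2-fold changes, and 2.92% of its calls were false. Over the 4 contrasts and the interaction of both alignments the false share ran from 1.47% to 6.38%, and it was above 5% in RU vs SU (5.92%) and ST vs SU (5.41%) of the reference-based alignment and in ST vs SU (6.38%) of the de novo alignment. Changes were simulated only in features above a minimum mean count, and each feature had the same dispersion in all groups. The real ST plants varied more among themselves than the RT plants. Recovery and false calls in the real counts can therefore differ from these shares.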

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

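In the weighing of ST S13 and SU S116, the tests on features absent from both (against added RNA and against plants like the other 6 of population 501), on 501 plants held out and on the correlation of deviations were chosen after the result was seen, as were all 3 tests on ACS and the fits without both libraries.

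ST S13 and SU S116 expressed 43 gene models above 2 CPM that lay below 0.1 CPM in each of the other 10 libraries, against at most 1 in the other 65 pairs of libraries. The paper does not mention this signal, and whether these gene models include other genes that it discusses than ACS and SAUR36, which are not among them, was not tested. The de novo alignment had 1 such ORF, but its transcriptome came from susceptible tissue and may lack transcripts found only in these plants. RNA of another plant or organism added to both libraries would remove no gene model, and 18 gene models were below 0.1 CPM in both and above 2 CPM in each of the other 10, against at most 1 in the other pairs (35 transcripts against at most 6 in the de novo alignment), which argues against added RNA as the whole cause and, since the 15 pairs of 501 libraries lacked 0 in this way, against plants like the other 6 of population 501 labelled as 511. Whether both are 501 plants of another kind labelled as 511 cannot be told apart from these counts, although the paper states that the ARF9 SNP, aligned for each sample, was found in resistant plants alone and that plants were chosen after scoring survival, neither of which was re-examined here: on features that separate the populations, with 0 the level of the other 511 plants and 1 that of 501, the median positions of ST S13 and SU S116 were 0.098 and 0.136 in the reference-based alignment and 0.382 and 0.365 in the de novo alignment. Of the 501 plants, each held out in the same way, RT S14 lay at 0.879 and 0.298 and the others at 0.908 to 1.06 and 0.928 to 1.02, so a low position occurs in a 501 plant, while Ah.15g099810, found with these libraries included, had at least 92 counts in every 501 plant and 0 in both. A genotype shared by both plants was not decided, since they were singled out for lying together and any shared cause gives the correlation of 0.611 between their deviations (other pairs at most 0.446).

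ACS was lower in RT than in ST, and ST S13 and SU S116 had the highest ACS of their groups. Without both libraries the log2 fold change was -3.05 with an adjusted p of 0.00211 from edgeR (0.00211 to 0.271 over the alternatives in edgeR, 3.27e-09 in DESeq2), so these plants are not the whole of the difference. Reads of the 501 alleles lost in alignment would lower ACS alike with and without MCPA, and the interaction of -1.96 (standard error 0.78) leaves this open. A lower expression of ACS in 501 whatever the treatment would do the same, and these values cannot tell it from lost reads. Without MCPA, RU was below SU by a log2 fold change of -2.02 (adjusted p = 0.233 from edgeR, 0.0157 from DESeq2). A stronger fall of ACS after MCPA in 501 than in 511 is another biological explanation that the design offers. It stays open too, since edgeR's interaction test gave an unadjusted p of 0.0303. Adjusted over the reference-based features of Table 3 alone, which the study chose on these libraries, this was 0.0605. Over all gene models it was 0.736 in edgeR (0.171 to 1 over the alternatives in edgeR, 0.357 in DESeq2).

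The response to MCPA differed between the populations, by edgeR's interaction test, in 2 gene models and in 37 ORFs on 24 transcripts. At an unadjusted p under 0.05 there were 1000 gene models, where chance gives 815. The 2 gene models were Ah.13g071330, with an interaction of -2.92 on the log2 scale, and Ah.11g047050, with -4.03 (adjusted p = 0.00841 for both from edgeR). Ah.13g071330 reached 262 ± 14 CPM in RT and 273 ± 46 CPM in ST (SD, n = 3), but lay at 40.5 ± 4.2 CPM in RU and 5.54 ± 1.57 CPM in SU, so its smaller rise in population 501 came from a higher level without MCPA. Ah.11g047050 had 20.5 ± 3.4 CPM in RU and 2.04 ± 0.37 CPM in SU. Auxin-repressed 12.5 kDa differed in its response by 1.64, with an unadjusted p of 1.82e-04 and an adjusted p of 0.107 in edgeR's test (0.0252 to 0.369 over the alternatives in edgeR). It passed the test without ST S13 and SU S116, with 1.79 and an adjusted p of 0.0271 from edgeR, and in DESeq2, with 1.65 and an adjusted p of 7.44e-07.

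Such features were few beside those that responded in both populations, and regroupings of the plants within treatments do not decide whether chance is excluded: 7 of 90 drawn, the real one included, gave at least the real count of 2 in the reference-based alignment (highest other 25) and 2 of 25 gave at least 37 in the de novo alignment (highest other 65), but all 6 and 1 others kept the populations apart in 1 treatment and so carry the population difference. The 70 and 19 regroupings that mixed the populations in both treatments gave at most 1 and 0 calls by edgeR, fewer than the real 2 and 37, but mixing also puts the population difference into the spread within groups, so these counts do not decide either. Leaving out 1 plant gave 0 to 42 calls and 0 to 208 calls, both highest without ST S13. The spread that ST S13 and SU S116 add may hide such features: leaving out both gave 51 gene models, against at most 20 for the other 8 pairs of an ST and an SU plant (487 against 195 ORFs), and the common biological coefficient of variation fell from 0.362 to 0.235. These plants were singled out for lying apart on these data. A lower spread and more calls can follow from that choice alone, so the comparison does not show that hidden features exist. The number also depends on the test, since DESeq2 gave 169 gene models and 551 ORFs on the same 12 libraries, and a difference between the populations in their response to MCPA stays open.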

How the results depend on the processing

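The fits without ST S13 and SU S116 and with 1 ORF per transcript were chosen after seeing the data. The DESeq2 counts at an adjusted p alone were set before the data were examined. Their use as counts of DEGs and DETs without a fold limit was chosen after seeing the data. So were the shares of higher calls and the features shared by all contrasts at that limit. RLE normalization, no filter on low counts and a stricter filter left all 8 DE counts, all shares of higher calls, both interaction counts, both shared counts and all calls of Table 3 features on the same side, with counts within 1.5 times. On counts as deposited, all 20 fold changes of Table 3 features stayed within 1 standard error. No paired analysis was possible because the groups compared share at most 1 plant code. The 26 lists of genes by function were not run because the files hold no gene names. Where a count or share changed for a reason other than fewer libraries, fewer ORFs or another limit, the cause was not tested. The effect of depth was not tested by other depths. At this depth and 3 plants per group, simulated 8-fold changes were recovered in 92.5% and 2-fold changes in 23.9% of features in RT vs ST of the reference-based alignment, and a 2-fold change lies under the fold limit. These changes were placed only in features above a minimum mean count, with the same spread in all groups, so recovery in the real counts can differ. The correlation of the responses alone moved under the filters, to 0.547 (reference-based) without a filter and 0.817 (reference-based) with the stricter filter.

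Without a fold limit the changed counts of DEGs and DETs were 40 in RU vs SU, 4852 in RT vs RU and 3528 in ST vs SU in the reference-based alignment and 89 in RT vs ST, 209 in RU vs SU, 16099 in RT vs RU and 13424 in ST vs SU in the de novo alignment. Of the calls, those higher were 52.5% in RT vs RU and 53.3% in ST vs SU in the reference-based alignment and 52.3% in RT vs RU and 50.1% in ST vs SU in the de novo alignment. Also changed were features shared by 4 contrasts 1 (de novo).

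At an unadjusted p under 0.05 with the fold limit the changed counts of DEGs and DETs were 328 in RT vs ST and 286 in RU vs SU in the reference-based alignment and 535 in RT vs ST and 658 in RU vs SU in the de novo alignment. The share of higher calls became 40.2% in RU vs SU in the reference-based alignment and 20.8% in RT vs ST, 31.8% in RU vs SU and 65.7% in ST vs SU in the de novo alignment. Also changed were features shared by 4 contrasts 8 (reference-based) and 3 (de novo).

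With only the 6 libraries compared the changed counts of DEGs and DETs were 0 in RT vs ST, 36 in RU vs SU and 320 in ST vs SU in the reference-based alignment and 10 in RT vs ST and 1159 in ST vs SU in the de novo alignment. Counts at an adjusted p under 0.05 alone became 0 in RT vs ST, 66 in RU vs SU, 7397 in RT vs RU and 826 in ST vs SU in the reference-based alignment and 11 in RT vs ST, 26041 in RT vs RU and 3211 in ST vs SU in the de novo alignment. Calls of higher features came to 85.6% in ST vs SU in the reference-based alignment and 20.0% in RT vs ST, 38.9% in RU vs SU and 80.7% in ST vs SU in the de novo alignment. No longer past it were ACS reference RT vs ST -3.96 (0.271) and auxin-repressed 12.5 kDa ST vs SU 1.04 (0.0661). The share of higher calls in RT vs ST of the reference-based alignment has no value there, since edgeR called 0 features, with DESeq2 calling 54 with shrinkage and 328 passing edgeR's unadjusted p with the fold limit in all 12 libraries.

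With DESeq2 and apeglm the changed counts of DEGs and DETs were 54 in RT vs ST and 56 in RU vs SU in the reference-based alignment and 93 in RT vs ST and 173 in RU vs SU in the de novo alignment. Counts at an adjusted p under 0.05 alone became 399 in RT vs ST and 377 in RU vs SU in the reference-based alignment and 1241 in RT vs ST and 1626 in RU vs SU in the de novo alignment. The share of higher calls became 70.5% in RT vs RU in the reference-based alignment and 55.9% in RT vs ST and 72.5% in RT vs RU in the de novo alignment. Also changed were interaction calls 169 (reference-based) and 551 (de novo) and the correlation of the responses 0.831 (de novo). Past the threshold of 0.05, unlike in the fit reported, were, as log2 fold change and adjusted p, ACS reference RU vs SU -1.65 (0.0157), SAUR36 reference RT vs ST -2.89 (0.00106), SAUR36 reference RU vs SU -0.080 (0.0358), SAUR36 reference ST vs SU -1.20 (0.0298), ACS de novo RT vs ST -3.63 (7.19e-08), ACS de novo RU vs SU -1.47 (0.0331), At3g23880 de novo RT vs ST -2.05 (1.94e-04), At3g23880 de novo RU vs SU -1.84 (7.40e-04), auxin-repressed 12.5 kDa RT vs ST 0.60 (0.0155) and auxin-repressed 12.5 kDa RU vs SU -0.87 (9.47e-05).

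With DESeq2 and unshrunken fold changes the changed counts of DEGs and DETs were 147 in RT vs ST and 129 in RU vs SU in the reference-based alignment and 245 in RT vs ST and 458 in RU vs SU in the de novo alignment. Counts at an adjusted p under 0.05 alone became 399 in RT vs ST and 377 in RU vs SU in the reference-based alignment and 1241 in RT vs ST and 1626 in RU vs SU in the de novo alignment. Calls of higher features came to 48.8% in RU vs SU in the reference-based alignment and 33.2% in RU vs SU, 66.4% in RT vs RU and 63.7% in ST vs SU in the de novo alignment. Also changed were features shared by 4 contrasts 3 (reference-based) and 2 (de novo), interaction calls 169 (reference-based) and 551 (de novo) and the correlation of the responses 0.556 (reference-based) and 0.752 (de novo). Past the threshold of 0.05, unlike in the fit reported, were, as log2 fold change and adjusted p, ACS reference RU vs SU -2.01 (0.0157), SAUR36 reference RT vs ST -3.24 (0.00106), SAUR36 reference RU vs SU -2.08 (0.0358), SAUR36 reference ST vs SU -1.64 (0.0298), ACS de novo RT vs ST -3.83 (7.19e-08), ACS de novo RU vs SU -1.91 (0.0331), At3g23880 de novo RT vs ST -2.25 (1.94e-04), At3g23880 de novo RU vs SU -2.07 (7.40e-04), auxin-repressed 12.5 kDa RT vs ST 0.70 (0.0155), auxin-repressed 12.5 kDa RU vs SU -0.95 (9.47e-05) and auxin-repressed 12.5 kDa interaction 1.65 (7.44e-07).

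With DESeq2 and no fold limit the changed counts of DEGs and DETs were 399 in RT vs ST, 377 in RU vs SU, 5787 in RT vs RU and 4700 in ST vs SU in the reference-based alignment and 1241 in RT vs ST, 1626 in RU vs SU, 19398 in RT vs RU and 17058 in ST vs SU in the de novo alignment. The share of higher calls became 41.4% in RU vs SU, 51.6% in RT vs RU and 52.0% in ST vs SU in the reference-based alignment and 39.2% in RU vs SU, 50.3% in RT vs RU and 48.2% in ST vs SU in the de novo alignment. Also changed were features shared by 4 contrasts 17 (reference-based) and 37 (de novo).

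Without ST S13 and SU S116 the changed counts of DEGs and DETs were 57 in RT vs ST and 54 in RU vs SU in the reference-based alignment and 184 in RT vs ST and 310 in RU vs SU in the de novo alignment. Counts at an adjusted p under 0.05 alone became 119 in RT vs ST, 154 in RU vs SU and 7349 in RT vs RU in the reference-based alignment and 506 in RT vs ST, 857 in RU vs SU and 25198 in RT vs RU in the de novo alignment. The share of higher calls became 67.5% in ST vs SU in the reference-based alignment and 37.1% in RU vs SU and 60.2% in ST vs SU in the de novo alignment. Also changed were features shared by 4 contrasts 1 (reference-based) and 2 (de novo), interaction calls 51 (reference-based) and 487 (de novo) and the correlation of the responses 0.687 (reference-based) and 0.733 (de novo). Past the threshold of 0.05, unlike in the fit reported, were, as log2 fold change and adjusted p, ACS reference RU vs SU -1.52 (0.0333), ACS reference ST vs SU -1.44 (0.00818), SAUR36 reference ST vs SU -2.55 (0.0126), ACS de novo RT vs ST -2.83 (0.00225), ACS de novo RU vs SU -1.39 (0.0308), ACS de novo ST vs SU -1.41 (0.0068), auxin-repressed 12.5 kDa RU vs SU -1.10 (0.0333) and auxin-repressed 12.5 kDa interaction 1.79 (0.0271).

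With 1 ORF per transcript the changed counts of DEGs and DETs were 60 in RU vs SU and 1404 in ST vs SU in the de novo alignment. Counts at an adjusted p under 0.05 alone became 136 in RU vs SU and 8903 in ST vs SU in the de novo alignment. Also changed were interaction calls 24 (de novo).

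With 1 ORF per transcript and without ST S13 and SU S116 the changed counts of DEGs and DETs were 130 in RT vs ST, 185 in RU vs SU and 1353 in ST vs SU in the de novo alignment. Counts at an adjusted p under 0.05 alone became 390 in RT vs ST and 550 in RU vs SU in the de novo alignment. Of the calls, those higher were 41.6% in RU vs SU and 62.5% in ST vs SU in the de novo alignment. Also changed were features shared by 4 contrasts 2 (de novo), interaction calls 333 (de novo) and the correlation of the responses 0.739 (de novo). Past the threshold of 0.05, unlike in the fit reported, were, as log2 fold change and adjusted p, ACS de novo RT vs ST -2.84 (0.00223), ACS de novo RU vs SU -1.39 (0.0307), ACS de novo ST vs SU -1.40 (0.00681), auxin-repressed 12.5 kDa RU vs SU -1.10 (0.0309) and auxin-repressed 12.5 kDa interaction 1.78 (0.0252).

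Leaving out 1 plant at a time gave ranges of 7 to 58 in RT vs ST and 13 to 22 in RU vs SU in the reference-based alignment and 13 to 295 in RT vs ST and 53 to 148 in RU vs SU in the de novo alignment for counts of DEGs and DETs. At an adjusted p alone the ranges were 7 to 166 in RT vs ST, 16 to 29 in RU vs SU, 3132 to 4035 in RT vs RU and 2047 to 4115 in ST vs SU in the reference-based alignment and 16 to 1347 in RT vs ST, 81 to 244 in RU vs SU, 9952 to 13324 in RT vs RU and 7725 to 15599 in ST vs SU in the de novo alignment. The share of higher calls ranged over 33.3 to 57.1% in RT vs ST, 64.6 to 70.6% in RT vs RU and 68.1 to 75.5% in ST vs SU in the reference-based alignment and 30.8 to 54.2% in RT vs ST, 33.1 to 85.5% in RU vs SU, 66.6 to 73.9% in RT vs RU and 58.8 to 71.0% in ST vs SU in the de novo alignment. In RT vs ST it was above 50% without RT S11 (57.1%) and RT S110 (53.8%) in the reference-based alignment and without ST S13 (52.9%) and ST S112 (54.2%) in the de novo alignment, and in RU vs SU of the de novo alignment it was 33.1% without SU S116. Interaction calls ranged over 0 to 42 (reference-based) and 0 to 208 (de novo). The correlation of the responses ranged over 0.697 to 0.782 (reference-based) and 0.737 to 0.792 (de novo). Features shared by 4 contrasts ranged over 0 to 1 (reference-based) and 0 to 2 (de novo). For Table 3 features whose call changed, the log2 fold changes were ACS de novo RT vs ST -4.22 to -2.83, ACS de novo ST vs SU -1.95 to -0.40, ACS reference RT vs ST -4.35 to -3.05, ACS reference ST vs SU -1.94 to -0.51, At3g23880 de novo RT vs ST -2.46 to -2.02, SAUR36 reference RT vs ST -3.66 to -2.39 and SAUR36 reference ST vs SU -2.47 to -1.20. By plant left out, counts of DEGs and DETs beyond 1.5 times were RT S11 7 (reference-based, RT vs ST) and 13 (de novo, RT vs ST), RT S110 13 (reference-based, RT vs ST) and 14 (de novo, RT vs ST), ST S16 16 (reference-based, RT vs ST) and 24 (de novo, RT vs ST), ST S112 58 (reference-based, RT vs ST) and 295 (de novo, RT vs ST), RU S13 13 (reference-based, RU vs SU) and 55 (de novo, RU vs SU), RU S18 13 (reference-based, RU vs SU) and 53 (de novo, RU vs SU), RU S118 15 (reference-based, RU vs SU), SU S12 15 (reference-based, RU vs SU) and 56 (de novo, RU vs SU), ST S13 119 (de novo, RT vs ST) and SU S116 148 (de novo, RU vs SU). By plant left out, counts at an adjusted p alone beyond 1.5 times were RT S11 7 (reference-based, RT vs ST) and 16 (de novo, RT vs ST) and 10624 (de novo, RT vs RU), RT S14 21 (reference-based, RT vs ST) and 10478 (de novo, RT vs RU), RT S110 13 (reference-based, RT vs ST) and 18 (de novo, RT vs ST), ST S16 26 (reference-based, RT vs ST) and 37 (de novo, RT vs ST), ST S112 166 (reference-based, RT vs ST) and 1347 (de novo, RT vs ST), RU S13 18 (reference-based, RU vs SU) and 85 (de novo, RU vs SU), RU S18 16 (reference-based, RU vs SU) and 3132 (reference-based, RT vs RU) and 81 (de novo, RU vs SU) and 9952 (de novo, RT vs RU), SU S12 18 (reference-based, RU vs SU) and 2047 (reference-based, ST vs SU) and 135 (de novo, RU vs SU) and 7725 (de novo, ST vs SU), SU S14 23 (reference-based, RU vs SU) and 104 (de novo, RU vs SU), ST S13 260 (de novo, RT vs ST) and RU S118 109 (de novo, RU vs SU) and 10413 (de novo, RT vs RU). By plant left out, interaction calls beyond 1.5 times were RT S11 0 (reference-based) and 0 (de novo), RT S110 4 (reference-based) and 0 (de novo), ST S13 42 (reference-based) and 208 (de novo), SU S12 0 (reference-based) and 0 (de novo), SU S116 1 (reference-based) and 109 (de novo), RT S14 0 (de novo), RU S13 0 (de novo), RU S18 0 (de novo), RU S118 6 (de novo), ST S16 3 (de novo) and ST S112 0 (de novo).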

Differences from the paper's values

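The paper gives 17 DEGs and 38 DETs shared by all 4 contrasts, and edgeR gave 0 gene models and 0 ORFs at the limits of the legends of Figures 3 and 4. At an unadjusted p under 0.05 with the fold limit it gave 8 and 3. None of the 8 alternatives set before the data were examined, nor any fit without 1 plant, came within 1.5 times of the paper's counts, including DESeq2 with apeglm (0 and 0) and unshrunken (3 and 2). DESeq2 at an adjusted p under 0.05 without a fold limit, chosen after seeing the values, gave 17 gene models and 37 ORFs. Which features the paper shares was not given in the sources used here, so the number it drops is not known.

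Summed over the parts of Figure 3, read by eye, the paper's counts of DEGs are about 420 in RT vs ST, about 400 in RU vs SU, about 5900 in RT vs RU and about 4800 in ST vs SU, and edgeR gave 30, 23, 939 and 748 at the limits of the legend. In Figure 4, read by eye, the paper's counts of DETs are about 1300, about 1600, about 19000 and about 17000, and edgeR gave 37, 91, 2215 and 2130 ORFs. Of the alternatives set before the data were examined, an unadjusted p with the fold limit came within 1.5 times of the paper's count in RT vs ST (328) and RU vs SU (286) of the reference-based alignment, and no fold limit did so in RT vs RU (4852 and 16099) and ST vs SU (3528 and 13424) of both alignments. For RT vs ST and RU vs SU of the de novo alignment no alternative in edgeR did. The other edgeR alternatives, and DESeq2 with the fold limit, with apeglm or unshrunken, did so for no contrast. DESeq2 at an adjusted p under 0.05 without a fold limit gave 399, 377, 5787 and 4700 gene models and 1241, 1626, 19398 and 17058 ORFs, within 1.5 times of all 8 counts. These counts were set before the data were examined, but setting them beside the paper's was chosen after seeing the values.

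For SAUR36 in RU vs SU, the paper's log2 fold change is -0.081 and edgeR's was -2.09. DESeq2 with apeglm, set before the data were examined, gave -0.080, and the other alternatives, with DESeq2 unshrunken at -2.08, did not come within 1 standard error. The other 15 of the 16 log2 fold changes compared in Table 3 lay within 1 standard error of edgeR's values, and all 16 did so with DESeq2 and apeglm.

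The paper's adjusted p is 0.0281 for SAUR36 in ST vs SU, 0.0328 for ACS of the de novo alignment in RU vs SU and 0.0155 for auxin-repressed 12.5 kDa in RT vs ST, and edgeR gave 0.0722, 0.241 and 0.284. DESeq2, with apeglm or unshrunken, set before the data were examined, gave 0.0298, 0.0330 and 0.0155. The other alternatives set before the data were examined were not within 1.5 times. For ACS the fits without ST S13 and SU S116, chosen after seeing the values, gave 0.0308 over all ORFs and 0.0307 with 1 ORF per transcript, and did not call SAUR36 and At3g23880, which the paper calls in RT vs ST.

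Table 3 holds adjusted p-values that a p cannot take. For ACS in RU vs SU of the reference-based alignment the paper prints -0.0148, where DESeq2 gave 0.0157 and edgeR 0.233. For SAUR36 in the same contrast it prints -0.0332, where DESeq2 gave 0.0358 and edgeR 0.249. It gives -1.64 as the log2 fold change of ACS in RU vs SU in both alignments, where DESeq2 with apeglm gave -1.65 and -1.47. In Figure 7, panel B for ACS of the de novo alignment shows the same data as panel D for At3g23880. Median counts here were 33, 224, 299 and 635 for ACS and 93, 94, 508 and 406 for At3g23880 in RT, RU, ST and SU.

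The paper states that higher genes outnumber lower ones in both the treated and the untreated contrast of both approaches. Over these 4 lists, edgeR gave more lower than higher features in RT vs ST of both alignments (10 higher and 20 lower, 14 higher and 23 lower) and more higher ones in RU vs SU of both (17 and 6, 64 and 27). DESeq2 with apeglm gave 27 higher and 27 lower, 52 higher and 41 lower, 42 higher and 14 lower, and 109 higher and 64 lower. DESeq2 without a fold limit gave 174 higher and 225 lower, 638 and 603, 156 and 221, and 638 and 988.

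The paper calls ACS in both alignments, SAUR36 and At3g23880 significantly lower in RT than in ST. ACS passed edgeR's test in the reference-based alignment (adjusted p = 0.0352), and ACS of the de novo alignment (0.0579), SAUR36 (0.115) and At3g23880 (0.107) did not, although their log2 fold changes were -3.84, -3.23 and -2.27. DESeq2 called all 3, with adjusted p of 7.19e-08, 0.00106 and 1.94e-04. Leaving out ST S112 called all 3 in edgeR (0.0337, 0.0247 and 0.0472), leaving out ST S13 called ACS of the de novo alignment (0.0323), and the fits without ST S13 and SU S116, chosen after seeing the values, called it too (0.00225, and 0.00223 with 1 ORF per transcript) but called neither SAUR36 (0.120) nor At3g23880 (0.0979, and 0.0913 with 1 ORF per transcript).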

Other observations

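Other splits of the 6 plants of each contrast were fitted in the same way. With 3 plants against 3 there are 10 splits, too few for a share under 0.05. In the reference-based alignment, the real split was the only 1 of 10 to reach its number of DEGs in each contrast: 30 in RT vs ST (highest other split 0), 23 in RU vs SU (0), 939 in RT vs RU (1) and 748 in ST vs SU (12). The de novo alignment again gave the real split as the only 1 of 10, with 37 ORFs in RT vs ST (highest other 2), 91 in RU vs SU (0), 2215 in RT vs RU (3) and 2130 in ST vs SU (186). The split with 186 placed ST S13, ST S16 and SU S116 together.

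In the reference-based alignment, 2 gene models were above 2 CPM in all plants of one population and below 0.1 CPM in all plants of the other, Ah.15g099810 and Ah.02g129290. Of the 462 splits of the 12 libraries into 6 and 6, this 1 gave as many, and the highest other gave 1, so a share under 0.05 reached the real count. The result rests on 2 gene models, and whether reads of some alleles were lost in alignment was not tested. Among de novo transcripts 0 met the same limits, so all 462 splits give as many by construction (highest other 3) and decide nothing. That transcriptome came from susceptible tissue and may lack transcripts found only in population 501. The first ORF of transcript 255999 missed the limits, with 0 counts in all plants of population 501 and 87 to 256 counts per library in population 511.

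ST S112 also moved the counts of calls. Without it, the features with an adjusted p under 0.05 in RT vs ST were 166 in place of 41 in the reference-based alignment and 1347 in place of 89 in the de novo alignment. Between replicates, the chi-square per degree of freedom of the counts in the reference-based alignment was 470.3 for ST S13 and ST S112, 249.6 for ST S13 and ST S16, 132 for ST S16 and ST S112, 60.1 to 64.3 among the RT plants, 24.8 to 63.9 among the RU plants, 154 and 196 for SU S116 with the other SU plants and 26.2 between those.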
